# Chromatin retained *MUSHER* lncRNA integrates ABA and DOG1 signalling pathways to enhance Arabidopsis seeds dormancy

**DOI:** 10.1038/s41467-025-62991-5

**Published:** 2025-08-14

**Authors:** Sebastian Przemyslaw Sacharowski, Michal Krzyszton, Lien Brzezniak, Karol Jerzy Rogowski, Miguel Montez, Katarzyna Rosol, Magdalena Wrona, Ruslan Yatusevich, Veena Halale Manjunath, Lukasz Szewc, Artur Jarmolowski, Szymon Swiezewski

**Keywords:** Long non-coding RNAs, Plant molecular biology, Plant reproduction

## Abstract

Many plant lncRNAs regulate gene expression by binding to chromatin, but how they are retained at the target *loci* is unclear. We identify a chromatin-localized lncRNA - *MUSHER*, which activates two parallel regulatory pathways to increase Arabidopsis seed dormancy. *MUSHER* is upregulated in response to high temperatures, contributing to the induction of secondary dormancy. It promotes *DOG1* expression by recruitment of the CPSF complex to enhance the proximal cleavage and polyadenylation at the *DOG1* transcript. It also increases ABA sensitivity in seeds by activating *PIR1* gene transcription. These genes, located on different chromosomes, are both bound by *MUSHER*, despite lacking sequence homology. The chromatin association of *MUSHER* enables the integration of the DOG1- and ABA pathways to adjust seed germination timing. Additionally, *MUSHER* and other lncRNAs interact with U1 snRNP, which is required for their chromatin localisation, revealing a role for U1 snRNP in plants.

## Abstract (web summary)

Here the authors show that *MUSHER* lncRNA enhances Arabidopsis seed dormancy by integrating the ABA and DOG1 pathways. Chromatin retention of *MUSHER* and all other lncRNAs tested is mediated by U1 snRNP.

## Introduction

Multiple long non-coding RNA (lncRNA) are implicated in gene expression regulation in the nucleus by binding to chromatin^1^. Well-known examples of chromatin-bound RNA include *XIST* spreading on the whole X-chromosome and involved in its inactivation in mammals^2,3^, and *MALAT1*, tightly bound to chromatin and involved in gene expression and nuclear architecture regulation in humans^4^. There are also many reports of plant lncRNA functioning at the chromatin. This includes *APOLO*, involved in remodelling chromatin structure^5^, *SVALKA* proposed to act through induction of RNA polymerase II (Pol II) transcriptional collisions^6^ and *PUPPIES*, a lncRNA with a role in delaying Arabidopsis seed germination by controlling Pol II pausing at *DOG1*^7^. *APOLO* was shown to be retained at *trans*-target *loci* via the formation of R-loops^5^. Probably the best-described plant lncRNA *COOLAIR*, involved in flowering time regulation^8,9^, has been shown to form a cloud around its locus^10^. Many lncRNAs functioning in the nucleus are involved in environmental sensing in plants. *COOLAIR* regulates vernalisation^9^, SVALKA is implicated in cold acclimation in seedlings^6^, *ARTA* enhances ABA response^11^, *1GOD* affects drought resistance in mature plants^12^, *PUPPIES* regulates seed response to salt^7^ and *HID1* promotes germination^13^. While an RNA structural element strongly influences *COOLAIR* chromatin association^14^, a broader mechanism for lncRNA retention at chromatin remains elusive.

Recently, a U1-based mechanism of human and mouse lncRNA retention at the chromatin was reported^15^. This is based on the physical binding of U1 to a large fraction of lncRNAs^15^. U1 is a highly conserved, small nuclear RNA (snRNA) that, together with conserved proteins including U1C and U1K70, forms the U1 snRNP^16^. U1 snRNP is primarily involved in the first step of splicing by recognising 5’ splice sites^17^. However, U1 is also engaged in several other chromatin-related activities: enhancement of Pol II promoters directionality^18^; boosting the speed of RNA polymerase II (Pol II)^19^; and, conserved in plants, suppression of premature cleavage and polyadenylation in introns, known as telescripting^20,21^. Whether U1 snRNP plays a role in chromatin retention in plants is unknown.

Here, we leverage seed biology regulation to explore the functions of lncRNAs. Two key players in seed dormancy are plant hormone abscisic acid (ABA) and a plant-specific protein—DELAY OF GERMINATION 1 (DOG1). Both DOG1 and ABA inhibit seed germination by promoting dormancy, an ability to postpone germination despite favourable external conditions^22^. This allows seeds to ignore short spells of permissive conditions and align germination with seasonal cues. Seed dormancy is initially established when seeds develop on the mother plant^22^. Once this dormancy, known as primary, is released, exposure of imbibed seeds to unfavourable conditions can result in the establishment of secondary seed dormancy^23^. In many plant species, including Arabidopsis, temperature is a key environmental factor required for the efficient establishment of secondary dormancy^24^.

DOG1 protein has been suggested to act as part of a thermal-sensing mechanism inducing secondary dormancy^25^, but the precise mechanism of how temperature is integrated into the *DOG1* gene regulation during secondary dormancy establishment is not clear^22^. *DOG1* expression is positively correlated with dormancy strength among Arabidopsis accessions, and it has been identified as a major QTL for seed dormancy and shown to have a significant association in genome-wide studies (GWAS)^26,27^. *DOG1* transcription is extensively regulated, including by two independent lncRNA. *DOG1* expression is suppressed by an antisense transcript *1GOD*, and activated in response to salt by *PUPPIES*, a lncRNA expressed in the *DOG1* promoter^7,28^. In addition, the selection of the *DOG1* proximal polyA site results in the production of *shDOG1* (*short DOG1*), the predominant and functional form of the *DOG1* transcript, while the selection of the distal polyA site results in a presumably non-functional and much less abundant *lgDOG1* (*long DOG1*) transcript^29–31^. Multiple regulators of *DOG1* proximal/distal polyA site selection have been described^30,32^, but *DOG1* alternative polyadenylation has so far not been linked to environmental responses.

*DOG1* expression is, to a large extent, unaffected by ABA levels, and *dog1* mutations only marginally affect ABA levels in seeds^33^. Interestingly, seed sensitivity to ABA can be modified by both environmental factors and mutations in genes involved in the ABA signalling pathway, without affecting basal ABA levels^34^. ABA is sensed in plants by ABA receptors PYR/PYLs, which once bound by ABA, bind to and inactivate several PP2C phosphatases, including PP2CA^35^. One way plants can modify ABA sensitivity is by interfering with the ABA signal transduction pathway. For example, PP2CA interacting RING finger protein 1 (PIR1) and PIR2 have been shown to mediate PP2CA degradation to enhance abscisic acid response^36^. Although *dog1* mutants do not exhibit altered ABA sensitivity^27^, DOG1 protein has been shown to interact with and inhibit the enzymatic activity of PP2CA in vitro^37,38^. In summary, DOG1 and ABA pathways are closely intertwined at the protein level, but genetic and transcriptomic analyses indicate that DOG1 function independently from ABA^22,27,33^.

Here, we describe *MUSHER*, a lncRNA that integrates ABA and DOG1 pathways on the transcriptional level by enhancing *DOG1* and *PIR1* expression. Through genetic analyses, we demonstrate that *MUSHER* acts as a positive regulator of dormancy. Our findings imply that *MUSHER* responds to increased temperature and is essential for high-temperature-induced secondary dormancy in Arabidopsis. At the molecular level, *MUSHER* promotes *DOG1* mRNA proximal polyadenylation by recruiting the CPSF complex. Additionally, through RNA Pol II recruitment, *MUSHER* facilitates the expression of *PIR1* in trans, thereby enforcing ABA sensitivity. Finally, we show that *MUSHER*, as well as *COOLAIR* and *PUPPIES*, interact with chromatin through U1 snRNP, suggesting the existence of a conserved mechanism of lncRNA-chromatin retention across eukaryotes.

## Results

### Chromatin-localised lncRNA, *MUSHER*, regulates *DOG1* and seed dormancy

To identify lncRNA controlling *DOG1*, we performed RT-qPCR analysis with primers spanning the *DOG1* locus in WT and *hen2* mutant seeds (Fig. 1a,b). HEN2 is an RNA helicase that interacts with the exosome complex responsible for the nuclear 3’ to 5’ degradation of various ncRNAs^39^, and its mutation provides a good background to identify unstable lncRNA species^40,41^. We found a *hen2*-dependent signal near the *DOG1* gene 3’end, pointing to transcription of a previously uncharacterised transcript targeted by the exosome in seeds (Fig. 1b). We did not detect increased signals in regions corresponding to *PUPPIES* and *1GOD* transcripts^7,28^, indicating that these *DOG1* locus-originating lncRNAs are not targeted by the exosome in seeds. 5’ and 3’RACE-seq analyses (Fig. 1c, Supplementary Data 1) suggested the existence of an intergenic transcriptional unit between the *SnRK3.6* and *DOG1* genes, lacking protein-coding potential (Supplementary Data 2). Due to its location downstream of *DOG1*, we named this putative lncRNA *MUSHER*.

**Fig. 1:**
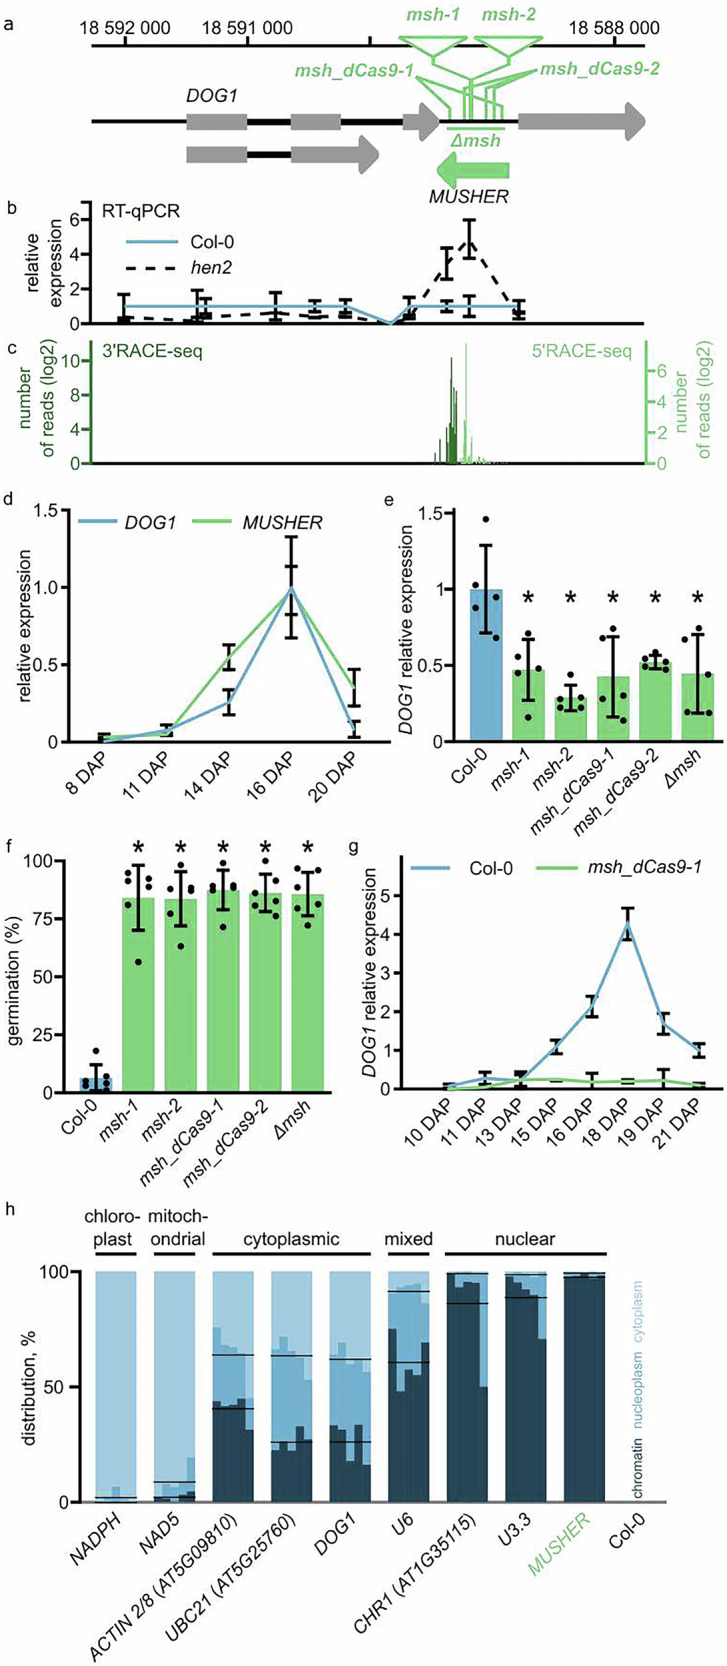
*MUSHER* lncRNA acts as a positive regulator of seed dormancy and *DOG1* expression. **a** Schematic representation of the *DOG1-MUSHER* genomic region of chromosome 5 in *A. thaliana*. The direction of transcription is indicated with arrowheads. Grey rectangles represent coding exons and introns with thick black lines. The green arrow represents the newly annotated MUSHER transcriptional unit. Numbers along the x-axis on the top indicate genome coordinates (TAIR10). Triangles represent T-DNA insertions of two T-DNA lines (*msh-1* and *msh-2*). The green vertical lines show the positions of multiple guides for *msh_dCas9-1* and *msh_dCas9-2 dCas9* lines. The green horizontal line corresponds to the region deleted using Cas9 *(*∆*msh*). **b** Primer walking RT-qPCR analysis across the *DOG1* locus. The position of amplicons corresponds to the *DOG1* locus representation above. Expression levels in the *hen2* mutant were normalised to WT and *UBC21*. Data are presented as mean values of four biological replicates +/− SD. **c** Positions of *MUSHER* transcript ends found in WT seeds using 3’ and 5’ RACE-seq, coloured in dark and light green, respectively. **d** Expression profiles of *DOG1* and *MUSHER* transcripts during seed maturation in the WT. Expression levels were normalised to *UBC21* mRNA and 16 DAP. The data are shown as the average of four biological replicates for *DOG1* and *MUSHER* 11DAP, five for *MUSHER* 16DAP, and six for *MUSHER* 8,14DAP ± SD. **e** *DOG1* relative expression levels, musher mutants relative to WT in freshly harvested seeds, normalised to *UBC21*. *p < 0.05, two-tailed Student’s t-test. Data are the mean of five biological replicates, with error bars indicating the standard deviation. **f** Freshly harvested seeds of WT and different *musher* mutants were scored for germination. Germination was defined as radical protrusion and counted 4 d after sowing. Data are the mean of six biological replicates +/− SD (*n* = 6, *p < 0.05, two-tailed *t*-test). **g** *DOG1* expression profile during silique development in WT and msh_dCas9-1 plants. Expression levels were normalised to *UBC21* and shown at the indicated number of days after pollination (DAP); Data are presented as mean values of three biological replicates for WT and four for *msh_dCas9-1* + /− SD. **h** Subcellular localisation of selected transcripts in maturing WT Arabidopsis seeds. Each transcript was tested in 5 biological replicates represented as separate bars. Black horizontal lines represent the mean of chromatin and nucleoplasmic fractions contribution of the total amount of indicated transcript.

Measuring this ncRNA level throughout seed development (Fig. 1d) revealed that *MUSHER* transcripts accumulate during seed maturation concomitant to *DOG1* induction. To disrupt the *MUSHER* transcriptional unit, we used two T-DNA insertion lines, *msh-1* and *msh-2* (Fig. 1a), a Cas9 deletion mutant Δ*msh*, and two additional lines: *msh_dCas9-1* and *msh_dCas9-2* with catalytically inactive Cas9 (dCas9). dCas9 acts as a transcriptional repressor by binding to target DNA without inducing cleavage^42^. T-DNA insertion and dCas9 lines, but not the dCas9 controls targeting two intergenomic regions localised 100 kb from *DOG1 locus* showed reduced *MUSHER* levels in seeds (Supplementary Fig. 1a,b). Unexpectedly, Δ*msh*, despite deletion of mapped *MUSHER* start site, showed ectopic expression of an antisense transcript downstream of *DOG1* (Supplementary Fig. 1c and d). Despite this, all tested *musher* mutants demonstrated reduced *DOG1* expression in seeds and increased seed germination (Fig. 1e,f and Supplementary Fig. 1e). The impact of *msh-1* and *msh_dCas9-1* on *DOG1* expression is observed throughout seed maturation (Fig. 1g and Supplementary Fig. 1f). Because of the observed *MUSHER*-like transcripts in Δ*msh* we decided to exclude this line from downstream analysis. We generated two *MUSHER*-complemented lines: *msh-1 pMUSHER_1* and *msh-1 pMUSHER_2* to determine whether expression of *MUSHER* under its endogenous promoter in the *msh-1* background rescues its low-dormancy phenotype. Both lines exhibited higher DOG1 expression (Supplementary Fig. 1g) and stronger dormancy (Supplementary Fig. 1h,i) than *msh-1* mutants, resembling wild-type (WT) plants, further supporting the role of *MUSHER* in regulating DOG1-dependent dormancy.

Since *MUSHER* and *DOG1* are co-expressed during seed maturation (Fig. 1d), we questioned whether *DOG1* expression can have a feedback effect on *MUSHER* transcription. We observed reduced *MUSHER* expression in *dog1* insertional mutants, *dog1-3* and *dog1-4*, but no effect in a *DOG1* large deletion mutant generated using CRISPR/Cas9, *dog1-*Δ*19* (Supplementary Fig. 1a). This suggested that while *MUSHER* regulates *DOG1* expression, *MUSHER* is not dependent on *DOG1* expression. We speculated that the downregulation of *MUSHER* expression in *dog1* insertional mutants could result from local chromatin state changes caused by T-DNA insertion^43^. Furthermore, *MUSHER* expression was unaffected by mutations in the downstream gene *SnRK3.6* (Supplementary Fig. 1a), confirming that *MUSHER* is an independent transcriptional unit.

Next, we tested if *MUSHER* accumulates in the cytoplasm or chromatin, which could provide insight into its mode of action. To test *MUSHER* localisation, we used developing seeds, as this is when *MUSHER* and *DOG1* are co-expressed at high levels, and *DOG1* exerts its function in seed dormancy establishment. We isolated cytoplasmic, nucleoplasmic and chromatin fractions and performed RT-qPCR analysis. Mitochondrial and chloroplast-localised RNA, used as negative controls, are nearly exclusively found in the cytoplasmic fraction. Several tested nuclear-encoded mRNAs showed similar levels in cytoplasm, nucleoplasm and chromatin. U6, a spliceosome component, was detected mainly in chromatin and nucleoplasmic fractions. *MUSHER*, *CHR1* - a transposon-derived RNA and U3.3, involved in co-transcriptional pre-rRNA modification, were predominantly detected in chromatin fraction (Fig. 1h).

In summary, our data showed that *MUSHER* is a lncRNA transcribed downstream of the *DOG1* gene that increases *DOG1* mRNA levels to delay the germination of freshly harvested Arabidopsis seeds. *MUSHER’s* chromatin association suggests that it may control *DOG1* expression by binding to its chromatin.

### *MUSHER* lncRNA is required for *DOG1* regulation by CPL1, a Pol II phosphatase

We showed previously that RNA Polymerase II Carboxyl Terminal Domain (CTD) Phosphatase-Like1 (CPL1)-mediated suppression of *DOG1* expression (Supplementary Fig. 2a) requires the 3’ end of the *DOG1* locus but not the antisense *1GOD* lncRNA expression from this region^32^. Consequently, the molecular mechanism of CPL1 control over *DOG1* expression remains incompletely understood. Given the effect of *MUSHER* on *DOG1* expression and dormancy, supported by the *MUSHER*-complemented lines (Supplementary Fig. 1g,h), we speculated that CPL1 could act through *MUSHER* regulation. Indeed, multiple *cpl1* alleles showed elevated *MUSHER* transcript level (Supplementary Fig. 2b), suggesting that *cpl1* may act as *MUSHER* lncRNA over-expressor.

To test the requirement of *MUSHER* for CPL1’s effect on *DOG1*, we constructed a full-length *DOG1*-luciferase (LUC) fusion with or without *MUSHER* (*pDOG1::LUC-DOG1*^30^ and *pDOG1::LUC-DOG1*Δ*MUSHER*). Transient expression in Arabidopsis seedlings showed that *MUSHER* deletion suppressed *DOG1* upregulation in the *cpl1* plants (Supplementary Fig. 2c).

To cross-validate this, we checked the effect of CPL1 on *MUSHER* locus activity. We generated transgenic plants expressing an internal ribosomal entry site-luciferase gene (IRES-LUC) reporter cassette fused with *MUSHER* and crossed them to *cpl1-7* mutant. The resulting *pMUSHER::MUSHER-IRES-LUC* (*pMUSHER_1)* showed stronger activity in *cpl1-7* when compared to WT, indicating that *MUSHER* is a direct target of CPL1 (Supplementary Fig. 2d). Our data showed that *MUSHER* lncRNA is required for CPL1 to control *DOG1* expression.

Interestingly, inactivation of CPL1 led to preferential expression of proximally over distally polyadenylated *DOG1* mRNA isoform, known respectively as *shDOG1* (*short DOG1*) and *lgDOG1* (*long DOG1*) (Supplementary Fig. 2e). Conversely, *MUSHER* inactivation resulted in reduced *shDOG1* isoform (Supplementary Fig. 2e). Thus, *MUSHER* and CPL1 showed antagonistic effects on the production of *shDOG1*, encoding functional *DOG1* protein and complementing the *dog1* mutant^30^. Importantly, mutating the *cpl1* gene in the *msh* background did not reverse *lgDOG1* polyadenylation preference (Supplementary Fig. 2e), suggesting *DOG1* polyA site selection is directly affected by *MUSHER* and not by CPL1 protein. Taken together, our data showed that CPL1 indirectly affects *DOG1* polyadenylation site selection, by suppressing *MUSHER* expression and activity.

### *MUSHER* promotes *DOG1* proximal polyadenylation by recruiting the CPSF complex

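Total RNA from WT and from *msh-1*, a T-DNA insertion line in which the *MUSHER* transcriptional unit is disrupted, was sequenced by 3'RNA-seq with 4 libraries per genotype. In this method cDNA is primed from the polyA tail with barcoded oligo(dT), the cDNAs are pooled and only their 3' fragments are amplified, so that each count marks the 3' end of a polyadenylated transcript and does not depend on transcript length. The paper describes the material as freshly harvested seeds, whereas the labels of the samples describe siliques taken 13 to 20 days after pollination; genotype and replicate number are the same in both. The authors aligned the reads with STAR, separated the libraries with BRBseqTools and deposited one count per gene and library, without normalization. The paper's text does not name the annotation, the strand setting, or whether reads or unique molecular identifiers were counted. The counts covered 37184 genes, of which 23032 had a count in at least 1 library.

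The WT libraries 1 to 4 held 1342338, 2382760, 2498295 and 959004 counts, and the *msh-1* libraries 1 to 4 held 6500907, 2590800, 3184962 and 4194634 counts. Each *msh-1* library was therefore deeper than each WT library, with a median of 3689798 counts against 1862549. A gene at the floor of 3 counts corresponds to between 0.481 and 3.29 CPM (counts scaled to library size, as edgeR defines them) depending on the library, and a fold change against libraries at or under that floor is given as a lower bound. Each library was counted as 1 sample. The lowest chi-square per gene between replicates was 1.58, between WT 1 and WT 2, but this compares them with the error of independent counts, and duplicated reads, if reads were counted, raise it as well. Counts were normalized with edgeR's TMM factors, and genotypes were compared with edgeR's quasi-likelihood test for the 10902 genes that passed edgeR's filter on low counts, with Benjamini-Hochberg adjustment and the paper's thresholds of 0.05 for the adjusted p and 1.5 for the fold change. With simulated counts at these depths, the test recovered 158 of 200 changed genes and called 9 unchanged ones. For single genes an exact two-sided permutation test of log2(CPM + 0.5) was added, whose smallest possible p with 4 libraries against 4 is 0.0286. Counts per gene do not separate *shDOG1* from *lgDOG1*, and *MUSHER* itself was not analysed here.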

We used 3’RNA-seq (Supplementary Fig. 2f) to confirm that *shDOG1* is decreased in freshly harvested *msh-1* seeds, while *lgDOG1* remains unchanged when compared to WT (Fig. 2a). Calculation of 3’RNA-seq read density assigned to *DOG1* isoforms revealed a significant reduction of *shDOG1*/*lgDOG1* ratio in *msh-1* (Fig. 2b). 

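*DOG1* (AT5G45830) was counted as a whole, both isoforms together, and had 63, 105, 98 and 33 counts in WT replicates 1 to 4 and 146, 58, 67 and 93 counts in *msh-1* replicates 1 to 4. After normalization this was 42.0 ± 5.42 CPM in WT and 22.1 ± 1.11 CPM in *msh-1* (SD, n = 4 libraries each), so that the *msh-1* mean was 52.6% of the WT mean. The log2 fold change was -0.92 (standard error 0.12, adjusted p = 0.00448 from edgeR's quasi-likelihood test), and no *msh-1* library reached the lowest WT library (exact permutation test, p = 0.0286). With each library left out in turn, the log2 fold change stayed between -0.97 and -0.86, with adjusted p-values between 0.000719 and 0.0467 from the same test. When all libraries were drawn down to 959004 counts, the log2 fold change over 21 draws ranged from -1.22 to -0.42 and its median adjusted p from edgeR's quasi-likelihood test was 0.0604, with 7 of the draws passing both thresholds. The counting is not stated to use strand, so transcripts antisense to *DOG1* could not be separated from it.

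The isoform ratios themselves are the paper's own, from its Source Data. The paper's reported *shDOG1*/*lgDOG1* ratios average 1.00 ± 0.284 in WT and 0.598 ± 0.160 in *msh-1* (SD, n = 4 each), with WT values from 0.622 to 1.27 and *msh-1* values from 0.402 to 0.789, so the 2 genotypes overlap. An exact two-sided permutation test of these 8 ratios gave p = 0.0857 over 70 assignments; the paper's reported p-value for them is 0.0488.

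**Figure D1:**
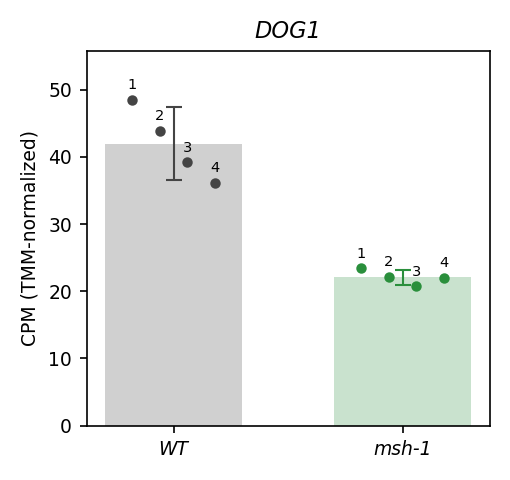
*DOG1* CPM (TMM-normalized) in each 3'RNA-seq library of WT and *msh-1*. Points are libraries numbered by replicate, bars are means and error bars are SD (n = 4); the *msh-1* libraries lie between 20.7 and 23.4 CPM and the WT libraries between 36.2 and 48.5 CPM.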

Subsequent RT-qPCR analysis confirmed that *shDOG1/lgDOG1* ratio is significantly reduced in all tested *musher* mutants (Fig. 2c).

**Fig. 2:**
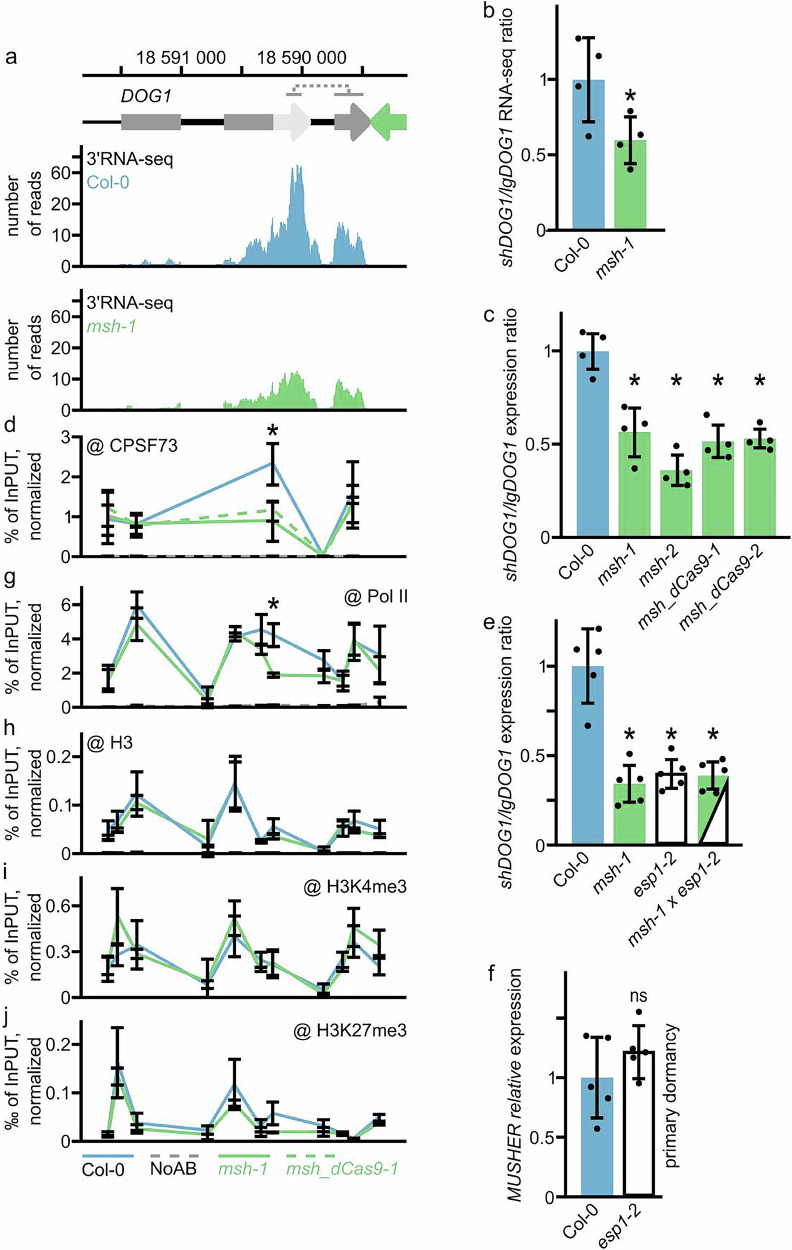
MUSHER enhances DOG1 proximal polyA site selection. **a** Snapshot of 3′RNA-seq reads for *DOG1* locus in WT and *msh-1* mutant (*n* = 4). Schematic diagram showing *DOG1* gene: exons (grey rectangles), *shDOG1* 3’UTR region (light grey arrow), *lgDOG1* 3’UTR region (grey arrow), and *MUSHER* (green). The regions used to estimate the expression of mRNA isoforms are shown below chromosome coordinates. **b** Ratio of reads corresponding to short and long DOG1 mRNA isoforms calculated for regions marked on the schematic. Data are the mean of four biological replicates; error bars show standard deviations. **c** The ratio of *shDOG1* and *lgDOG1* isoforms in freshly harvested seeds of WT and musher mutants, normalised to *UBC21* and relative to WT. Data are presented as mean values of four biological replicates +/− SD (*p < 0.05, two-sided t-test). **d** CPSF73 occupancy was measured by ChIP-qPCR in WT, *msh-1* and *msh_dCas9-1* mutants. Data are presented as mean values of three biological replicates +/− SD (*p < 0.05, two-sided *t*-test). **e** The ratio of *shDOG1* and *lgDOG1* isoforms in seeds of WT and *msh-1*, *esp1-2* and double *msh-1 esp1-2* mutants, normalised to *UBC21* and relative to WT (mean of five biological replicates +/− SD, *p < 0.05, two-sided *t*-test). The ratio of *shDOG1* and *lgDOG1* isoforms in seeds of WT and *msh-1*, *esp1-2* and double *msh-1 esp1-2* mutants, normalised to *UBC21* and relative to WT (mean of 5 biological replicates, *p < 0.05, two-sided *t*-test). **f** *MUSHER* relative expression level in seeds of WT and *esp1-2*, normalised to *UBC21* and relative to WT (mean of five biological replicates +/-SD, ns – not significant, two-sided *t*-test). **g** Pol II occupancy was measured by ChIP-qPCR in WT and *msh-1* mutant. Data are presented as mean values of three biological replicates +/− SD (*p < 0.05, two-sided *t*-test). **h** H3, **i** H3K4me3 and **j** H3K27me3 levels were measured by ChIP-qPCR in WT and *msh-1* mutant. H3K4me3 and H3K27me3 values were normalised to H3 and to *ACTIN7* (*AT5G09810*) gene body. For all ChIP-qPCR experiments presented in this figure: *p*-value from the two-tailed *t*-test, *p < 0.05, ns - not significant. Data are the mean of four biological replicates, with error bars indicating the standard deviation. H3, H3K4me3 and H3K27me3 (**h**–**j**) ChIP were done side by side and share NoAB control shown on panel h.

We previously reported that mutations in pre-mRNA cleavage and polyadenylation factors result in reduced *shDOG1* but not *lgDOG1* expression^30^, similar to *MUSHER* knockouts shown here. To confirm changes in *DOG1* mRNA 3’end formation, we performed ChIP-qPCR analysis of the CPSF73, a subunit of the Cleavage Stimulatory Factor complex^44^. We observed a localised decrease in CPSF73 occupancy at the *DOG1* proximal but not distal termination site in *msh-1* and *msh*_*dCas9-1* mutants (Fig. 2d). Additionally, we performed a genetic analysis of *MUSHER’s* interaction with 3’end formation machinery, by crossing *MUSHER* mutants to *esp-1*. ESP encodes an auxiliary component of Cleavage Stimulatory Factor complex (CSTF64L). We used *esp-1* and not *cpsf73* mutants, because the latter do not produce seeds^45^. Analysis of the *msh-1 esp1-2* double mutant showed no additivity in *DOG1* termination site selection defects suggesting that *MUSHER* controls *DOG1* polyA site selection through CPSF complex (Fig. 2e). This was further supported by no change of *MUSHER* expression in the *esp1* mutant (Fig. 2f). Our results implied that *MUSHER* increases *DOG1* expression by enhancing CPSF complex recruitment to the proximal termination site. This is in agreement with the findings in *cpl1-7* mutant, where *MUSHER* overexpression was accompanied by enhanced *DOG1* proximal polyA site selection (Supplementary Fig. 2). Transcription termination can be coupled with Pol II occupancy changes^46^. We, therefore, profiled Pol II occupancy along the *DOG1* locus in the *musher* mutant. This revealed a significant decrease of Pol II level at the *DOG1* proximal termination region but not at the *DOG1* transcription start site (TSS) or the distal polyA site (Fig. 2g). This suggested that *MUSHER*-promoted proximal polyA site selection is not accompanied by changes in *DOG1* transcription initiation but rather represents a result of *MUSHER* direct activity at *shDOG1* gene 3’end.

The localised decrease of Pol II and CPSF complexes occupancy at the *DOG1* proximal termination site indicates that *MUSHER* promotes the proximal termination site selection rather than controls transcription rates. To test this hypothesis, we took an orthogonal approach and analysed the intensity of *DOG1* transcription using single-molecule RNA FISH (smFISH) in developing embryos^7^. We measured the brightness of nuclear foci identified as transcription sites, as this is generally considered to correlate with the number of RNA molecules present at transcription sites. We also counted the proportion of cells containing transcription sites, which reflects the frequency of promoter bursting^7^. We collected embryos from WT and *msh-1* siliques at ten time points, corresponding to the experiments showing *DOG1* and *MUSHER* expression during seed maturation (Fig. 1d). *DOG1* smFISH showed a consistent and significant reduction in the number of both nuclear and cytoplasmic *foci* during seed development in *msh-1* seeds when compared to WT (Supplementary Figs. 3a,b). We observed an increase in *DOG1* transcript number in WT siliques between the 16^th^ and 21^st^ day, which was diminished in *msh-1* (Supplementary Figs. 3a,b). Notably, the *msh* mutant showed no significant change in the intensity of nuclear dots identified as transcription sites (Supplementary Fig. 3c)^7^ and only minor changes in the frequency of cells with active *DOG1* transcription (Supplementary Fig. 3d). We therefore conclude that, in agreement with Pol II ChIP (Fig. 2g), smFISH indicated no major changes in *DOG1* transcription initiation in *msh-1* seeds.

Our data suggest that *MUSHER* promotes *DOG1* proximal termination by locally affecting cleavage and polyadenylation complexes and Pol II occupancy at the proximal transcription termination site without affecting *DOG1* transcription levels. All modes of RNA Pol II activity, including transcription termination, are accompanied and modulated by histone posttranslational modifications. Some lncRNAs may recruit specific histone-modelling complexes, including PRC2 involved in H3K27me3 deposition^47,48^. To address the effects of *MUSHER* on the *DOG1* chromatin landscape, we analysed selected active (H3K4me3) or repressive (H3K27me3) chromatin histone marks along the *DOG1* locus. Using ChIP-qPCR, we detected no significant difference in both tested histone modification levels in the *msh-1* mutant throughout the *DOG1* locus (Fig. 2h–j) compared to WT. This result showed that defects at the proximal transcription termination site (TTS) are unrelated to chromatin modifications and agree with no changes in Pol II recruitment for most of the *DOG1* locus. In summary, we propose a model in which *MUSHER* lncRNA specifically enhances *DOG1* proximal termination rather than Pol II recruitment.

### *MUSHER* enhances secondary dormancy in response to high temperature

*DOG1* is a known regulator of both primary and secondary dormancy^49,50^. Based on the seed’s requirement for *MUSHER* to express *DOG1* at high levels and fully develop primary dormancy (Fig. 1), we hypothesised that *MUSHER* may also be involved in secondary dormancy regulation. We used a well-established secondary dormancy induction protocol that consists of prolonged incubation in the darkness at high temperatures followed by germination analysis in permissive conditions^49^. In agreement with defects in primary dormancy, *msh-1* and *msh_dCas9-1* showed weaker secondary seed dormancy, and *cpl1-7*, a mutant with high *MUSHER* expression, showed stronger secondary dormancy when compared to WT (Fig. 3a,b, Supplementary Fig. 4a,b). Consistent with these phenotypes, we observed the down- and up-regulation of the *shDOG1* transcript in *musher* and *cpl1-7* mutants, respectively (Fig. 3c,d).

**Fig. 3:**
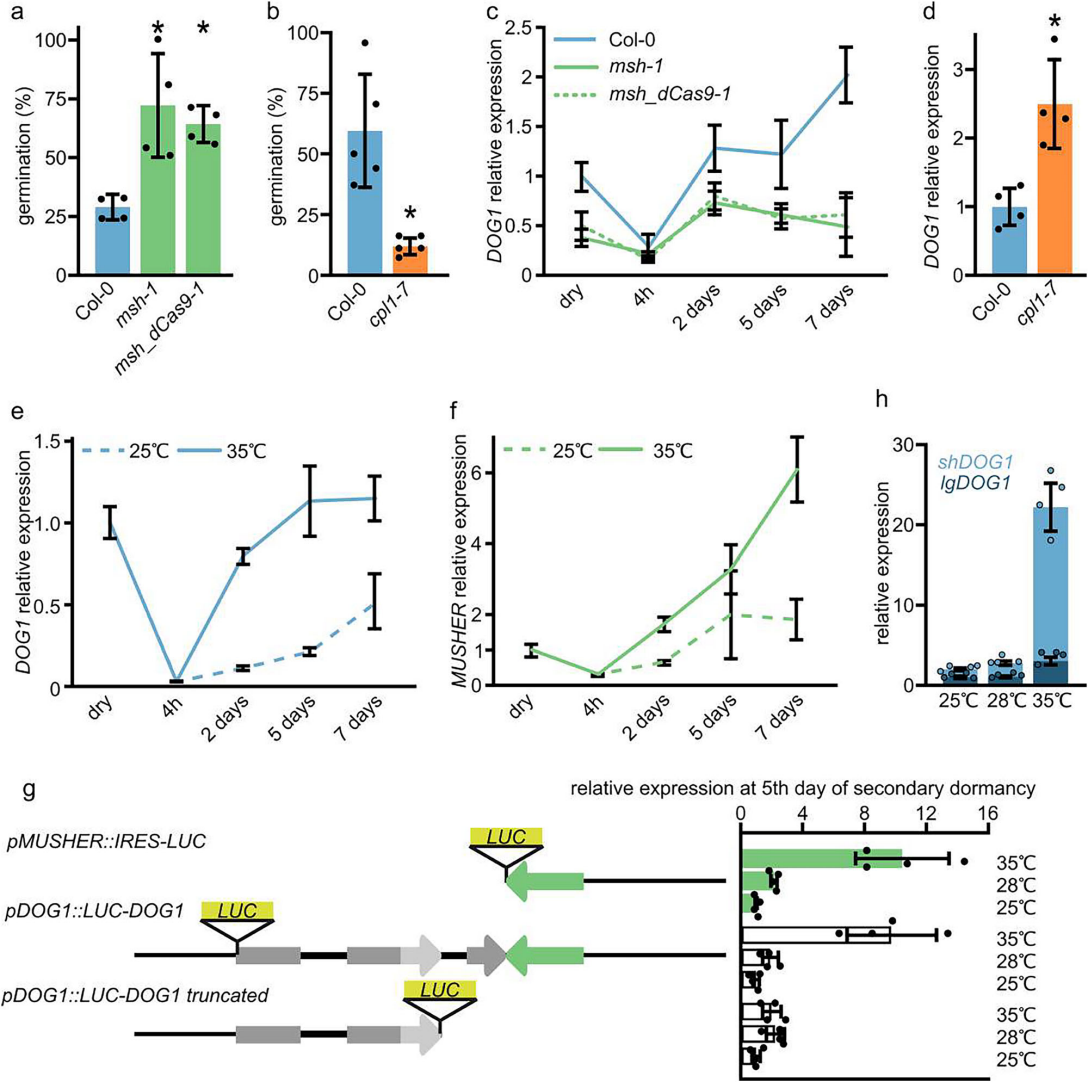
MUSHER activates DOG1 expression during secondary dormancy induction in response to high temperature. **a** Seed germination of WT and different *musher* mutants after 7 days of secondary dormancy (SD) induction at 35 °C. Germination frequency was scored after 5 days. Data are presented as mean values of four biological replicates +/− SD. *p < 0.05 (t-test two-sided). **b** Seed germination of WT and *cpl1-7* mutant seeds after 7 days of SD induction. Germination was scored after 5 days. Data are presented as mean values of five biological replicates +/− SD. *p < 0.05 (*t*-test two-sided). **c** The expression profile of *DOG1* was analysed using RT-qPCR in seeds of WT, *msh-1* and *msh_dCas9-1* subjected to secondary dormancy induction. Data are presented as mean values of four biological replicates +/− SD. *UBC21* mRNA was used as a reference gene. **d** The *DOG1* relative expression level in seeds of WT and *cpl1-7* mutant, subjected to SD induction. Data normalised to *UBC21* and related to WT. Data are presented as mean values of four biological replicates +/− SD. *p*-value from the two-tailed *t*-test, *p < 0.05. **e** *DOG1* and **f** *MUSHER* expression profile in after-ripened seeds subjected to secondary dormancy induction at 25 °C and 35 °C. Expression was normalised to *UBC21* mRNA and dry seed levels. Data are presented as mean values of four biological replicates +/− SD (*p < 0.05, two-sided *t*-test). **g** Schematic representation of constructs introduced to transgenic plants. RT-qPCR analysis of luciferase mRNA levels in seeds subjected to secondary dormancy induction under temperatures indicated on the right. LUC expression level measured after 5 days of SD induction, normalised to *UBC21* and related to 25 °C for each construct, Data are presented as mean values of four biological replicates +/− SD (*p < 0.05, two-sided *t*-test). **h** Long and short *DOG1* expression analysis on the 5th day of secondary dormancy induction in WT at temperatures indicated. Data are presented as mean values of four biological replicates +/- SD (*p*-value from the two-tailed *t*-test, *p < 0.05). *UBC21* mRNA was used as a reference gene.

Elevated temperature is a key environmental factor responsible for secondary dormancy establishment^51^. Consistent with previous studies^7,49,52,53^, we showed that *DOG1* expression increases in response to high temperatures during secondary dormancy establishment (Fig. 3e). At 35 °C, *DOG1* expression dropped initially during imbibition but rose to levels observed in dry seeds on the 2^nd^ day of secondary dormancy induction and remained constant for the rest of the experiment (Fig. 3e). Likewise, high temperatures augmented *MUSHER* induction in imbibed seeds (Fig. 3f). *MUSHER* levels were similarly reduced by imbibition and recovered at 2^nd^ day, but, in contrast to *DOG1*, continued to rise during the entire experiment length without reaching the plateau. This suggests that *MUSHER* is more responsive to secondary dormancy-inducing conditions than *DOG1* (Fig. 3f). Based on this observation, we speculated that *MUSHER* could be responsible for temperature sensing and the incorporation of this signal into *DOG1* regulation.

Next, to analyse the temperature responsiveness of *MUSHER* during secondary dormancy induction, we took advantage of luciferase reporter lines (Supplementary Fig. 2c,d). We induced secondary dormancy at different temperatures (25, 28, and 35 °C) and measured the LUC activity for *DOG1-LUC*, *MUSHER-LUC* and the *DOG1trunc-LUC*, which is devoid of *MUSHER* region. We noted that *MUSHER* and *DOG1* reporters showed similar gradual increases in expression in response to increasing temperatures (Fig. 3g). Interestingly, *DOG1* reporter devoid of *MUSHER* region (*pDOG1::DOG1-LUC truncated*) showed no induction at 35 °C (Fig. 3g), indicating *MUSHER* is required for the high-temperature-driven *DOG1* upregulation. The responsiveness of *MUSHER* to high temperatures, along with *MUSHER* requirement for high temperature-driven *DOG1* upregulation, indicated that *MUSHER* conveys temperature signals during the induction of secondary dormancy. In agreement with these findings, we show the endogenous *shDOG1* expression in wild-type seeds during secondary dormancy establishment is highly induced at 35 °C compared to 28 °C (Fig. 3h), with *lgDOG1* transcript being only slightly affected. This is consistent with the concept of *MUSHER* acting through the polyA-site selection (Fig. 2).

In summary, our data are consistent with a model in which *MUSHER* lncRNA is induced during primary and secondary dormancy and activates DOG1 expression by promoting its proximal polyA site selection both during primary and secondary dormancy. In addition, we showed that during secondary dormancy induction, *MUSHER* lncRNA is required for *DOG1* upregulation in response to high temperature.

### *MUSHER* enhances the *PIR1* gene expression independently of its role in *DOG1* regulation

3’RNA-seq analysis revealed 166 differentially expressed genes, including *DOG1*, between WT and *msh-1* freshly harvested seeds (Fig. 4a, Supplementary Data 3). 

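The mean counts in Supplementary Data 3 were compared with those from each of the 121 subsets of the libraries that hold at least 2 libraries per genotype. The subset of WT replicates 1 to 3 and *msh-1* replicates 2 to 4 gave the table's mean counts to within 6.58e-06 on the log2 scale, while the next closest subset differed by up to 0.257 and all 8 libraries by up to 0.442. Run with DESeq2, these 6 libraries also gave the table's log2 fold changes to within 9.95e-06. WT replicate 4 and *msh-1* replicate 1 therefore did not enter the table. The paper gives n = 4 for these data and states in its reporting summary that no data were excluded, and neither its text nor its reporting summary gives a reason for leaving these 2 libraries out.

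Over the 6 libraries, edgeR's quasi-likelihood test called 280 genes, 105 higher and 175 lower in *msh-1*. DESeq2, the tool of the paper, called 155 genes, 50 higher and 105 lower, and all 155 are among the 166 genes that the paper lists. *DOG1* was at 44.3 ± 4.73 CPM in WT and 21.9 ± 0.797 CPM in *msh-1* (SD, n = 3 libraries each), a log2 fold change of -0.99 (standard error 0.14, adjusted p = 8.92e-05 from edgeR's quasi-likelihood test; exact permutation p = 0.1, the smallest that 3 libraries against 3 allow). In the libraries outside the table *DOG1* was at 36.2 CPM in WT replicate 4 and 23.4 CPM in *msh-1* replicate 1.

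Over all 8 libraries, edgeR's quasi-likelihood test called 45 genes, 11 higher and 34 lower in *msh-1*, and *DOG1* ranked 5 by p-value. Of these, 31 had groups that did not overlap; chance alone gives 2.86% of genes with such groups, and 4.76% of all tested genes had them. The paper's lists hold 40 of the 45 genes. Of the 166 listed genes, 119 passed the filter over the 8 libraries, all 119 changed in the listed direction and 111 had an unadjusted p under 0.05, but the lists were chosen on 6 of these 8 libraries, so these numbers are not independent evidence. The choice that moved the number of called genes most was the filter on low counts, without which 438 genes were called. Of these, 215 lie outside the filter. That fit also gave much smaller p-values to called genes within it, such as *PAP17*, so its 438 calls do not reflect added genes alone. With each library left out in turn the number of called genes ran from 4, without WT replicate 3, to 210, without *msh-1* replicate 1.

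The libraries outside the table gave different values for the 2 lists. In the 58 genes listed as higher, WT replicate 4 lay nearer the mean of the other WT libraries in 57, and *msh-1* replicate 1 was above WT replicate 4 in 54. However, *msh-1* replicate 1 lay nearer the WT mean than the mean of the other *msh-1* libraries in 44 of them, at a median position of 0.783 (0 at the *msh-1* mean and 1 at the WT mean). In the genes listed as lower, WT replicate 4 lay nearer the mean of *msh-1* replicates 2 to 4 in 96 and nearer the mean of the other WT libraries in 12, and *msh-1* replicate 1 was below WT replicate 4 in 62. WT replicate 4 is the shallowest library and had no count for 22 of these genes. In them *msh-1* replicate 1 could not lie below it, so they do not bear on the direction. WT replicate 4 also had no count for 5 of the genes listed as higher, where the direction was fixed in the same way.

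**Figure D2:**
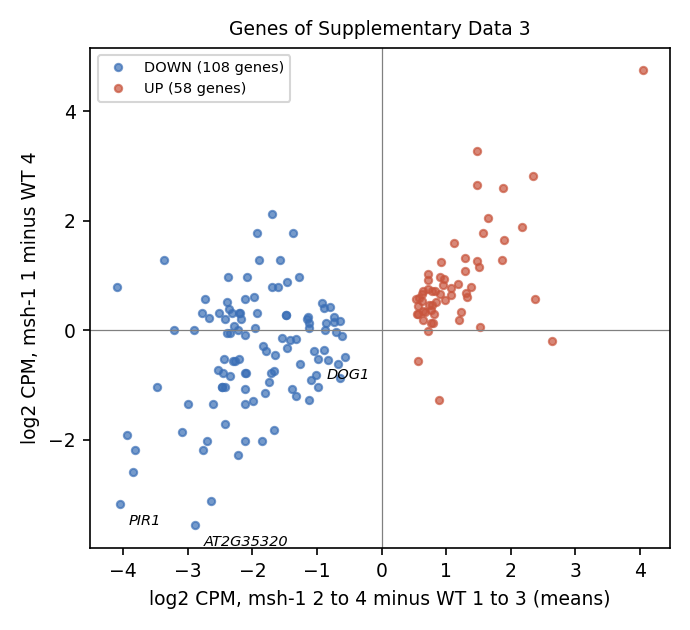
Difference in log2 CPM between *msh-1* and WT for each of the 166 genes listed in Supplementary Data 3, over the 6 libraries behind that table (horizontal axis, difference of means) and between the other 2 libraries, *msh-1* replicate 1 and WT replicate 4 (vertical axis). Of the 58 UP genes 54 lie above 0 on the vertical axis, and of the 108 DOWN genes 62 lie below it. WT replicate 4 had no count for 5 UP and 22 DOWN genes, which could not lie below 0.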

Among the downregulated genes, *PIR1* (*PP2CA INTERACTING RING FINGER PROTEIN 1*) showed the strongest decrease (Fig. 4a). 

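Over the 6 libraries of Supplementary Data 3 *PIR1* (AT2G35330) was at 10.9 ± 1.2 CPM in WT and had no count in *msh-1* (SD, n = 3 libraries each), which makes it at least 11.6-fold lower. It had the lowest log2 fold change of the genes called over these libraries, with DESeq2 and with edgeR's quasi-likelihood test, and the paper's reported log2 fold change is -7.59. Outside the table, *PIR1* had 8 counts in WT replicate 4 and 2 counts in *msh-1* replicate 1.

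Over all 8 libraries *PIR1* was at 10.3 ± 1.41 CPM in WT and 0.0802 ± 0.160 CPM in *msh-1* (SD, n = 4 each), at least 12.6-fold lower. The fitted log2 fold change was -6.00 (standard error 0.48, adjusted p = 6.20e-05 from edgeR's quasi-likelihood test; exact permutation p = 0.0286), the smallest p-value of all tested genes and the lowest fold change of the called ones. All *msh-1* libraries are at or under the floor of 3 counts, so the fitted value depends on the model and is not a bound. Across the fits that each left out 1 library it ran from -7.69, without *msh-1* replicate 1, to -5.65. With DESeq2 over the 8 libraries *PIR1* ranked 2 by log2 fold change, after AT2G35320, whose *msh-1* libraries are at the floor as well.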

*PIR1* encodes an E3 ligase that enhances the abscisic acid (ABA) response and is highly expressed in maturing siliques^36^. Inspection of 3’RNA-seq coverage plots showed a strong reduction at both *PIR1* and an upstream localised *AT2G35320* gene (Fig. 4b). 

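AT2G35320, which encodes a homolog of EYES ABSENT, lies next to *PIR1* on the opposite strand, and in the TAIR10.1 annotation the 5' ends of the 2 genes overlap. The counting is not stated to use strand, so any counts in the overlap could belong to either gene. Counts mark 3' ends, whereas the overlap is at the 5' ends, so few would be expected there. Counts per gene do not show how many lie there. Over the 6 libraries of Supplementary Data 3 AT2G35320 was at 4.83 ± 2.37 CPM in WT and had no count in *msh-1* (SD, n = 3 libraries each), at least 5.13-fold lower, and the paper's reported log2 fold change is -6.42. Over all 8 libraries it had 6, 6, 18 and 7 counts in WT replicates 1 to 4 and 0 counts in each *msh-1* library, that is 5.50 ± 2.40 CPM in WT (SD, n = 4) and at least 6.74-fold lower in *msh-1* (exact permutation test, p = 0.0286). Its counts are too low for edgeR's filter, so it has no adjusted p from the quasi-likelihood test over the filtered genes. Without the filter this test gave a log2 fold change of -6.93 (adjusted p = 1.01e-12), and DESeq2 gave -6.81 (adjusted p = 9.94e-06). With no count in *msh-1*, these fitted values depend on the model and are not bounds. The adjusted p from the fit without the filter is not comparable with the others here. For *PAP17* the quasi-likelihood test gave an adjusted p of 0.0214 with the filter (log2 fold change -2.40) and 6.07e-60 without it (-2.36). *PIR1* had 14, 23 and 30 counts in WT replicates 1 to 3.

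Among the 20 genes around *PIR1*, 10 on each side, 3 passed the filter over the 8 libraries and none was called or had an unadjusted p under 0.05 (0 genes). Their log2 fold changes were -0.17 for *LEA18*, -0.01 for AT2G35360 and 0.03 for *MORF6*, with adjusted p-values of 0.624 and above from edgeR's quasi-likelihood test. The other 17 neighbours, AT2G35320 included, had too few counts for this test. The paper followed the lower *PIR1* expression by RT-qPCR in several *musher* mutants and in *MUSHER*-complemented lines. It also examined the *PIR1* locus by ChIP-qPCR of Pol II and histone marks and by ChIRP-seq. From these it proposes that *MUSHER* activates *PIR1*.

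**Figure D3:**
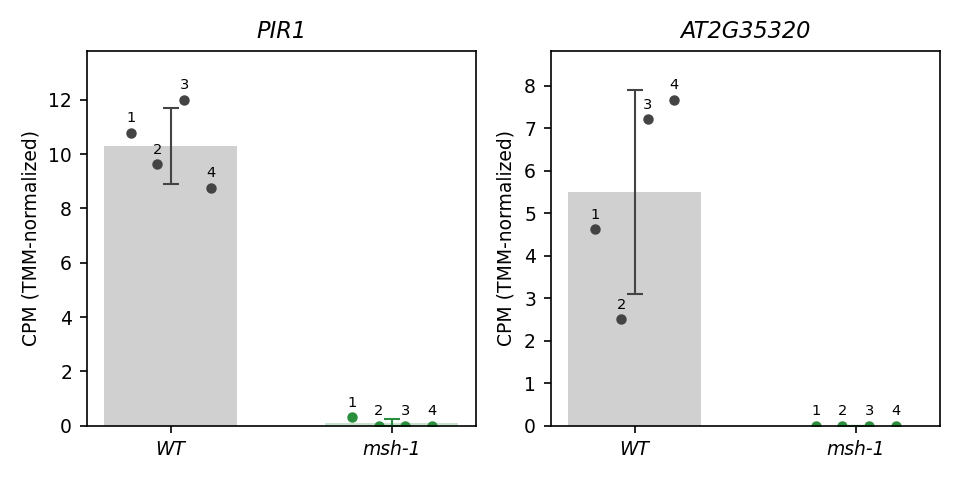
*PIR1* and AT2G35320 CPM (TMM-normalized) in each 3'RNA-seq library of WT and *msh-1*. Points are libraries numbered by replicate, bars are means and error bars are SD (n = 4), with the lower arm ending at 0; the highest *msh-1* value is 0.321 CPM for *PIR1* and 0 for AT2G35320.

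**Figure D4:**
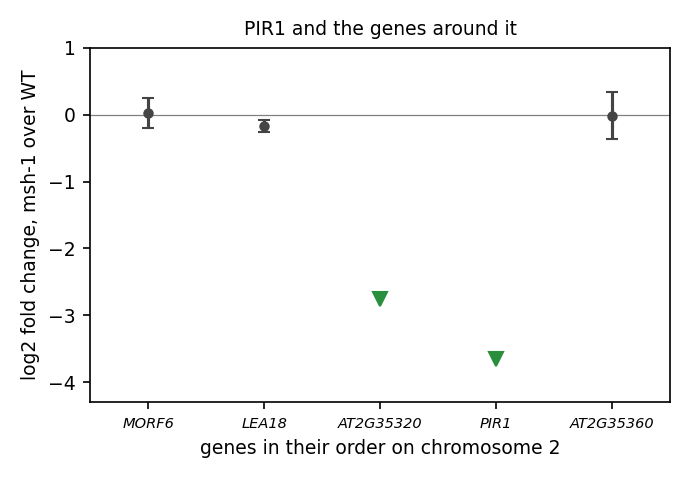
Log2 fold change of *msh-1* over WT (vertical axis) with genes in their order on chromosome 2 (horizontal axis, not to scale) for *PIR1*, AT2G35320 and the 3 neighbours that passed the filter over the 8 libraries. Circles with bars are fitted values with standard errors, and triangles are the bounds below which *PIR1* (-3.66) and AT2G35320 (-2.75) lie.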

RT-qPCR confirmed the strong downregulation of *PIR1* expression in *musher* mutant, when tested in dry seeds (Fig. 4c), as well as in secondary dormancy-induced seeds (Fig. 4d), suggesting *MUSHER* activates *PIR1* expression. Consistently, both *MUSHER*-complemented lines, *msh-1 pMUSHER_1* and *msh-1 pMUSHER_2*, showed significantly higher expression of *PIR1* than *msh-1* (Supplementary Fig. 5c). Whereas *cpl1-7* showed elevated *PIR1* levels, along with *MUSHER* overexpression (Fig. 4d). Interestingly, *PIR1* expression remained unchanged in the *dog1* mutant. This indicates that *PIR1* is activated by *MUSHER* independently from *DOG1* (Fig. 4c,d, Supplementary Fig. 5a,b). ChIP-qPCR analysis revealed a significant decrease in Pol II occupancy throughout the entire *PIR1* locus in *msh*, suggesting that in contrast to *DOG1*, *MUSHER* regulates *PIR1* transcription levels rather than termination of *PIR1* transcripts (Fig. 4e). ChIP-qPCR analysis along *PIR1* locus showed a TSS-localised decrease in H3K4me3, slight decrease in H3 and no change in H3K27me3 levels in *msh-1* (Fig. 4f–h), confirming the lower transcriptional activity of *PIR1* promoter.

**Fig. 4:**
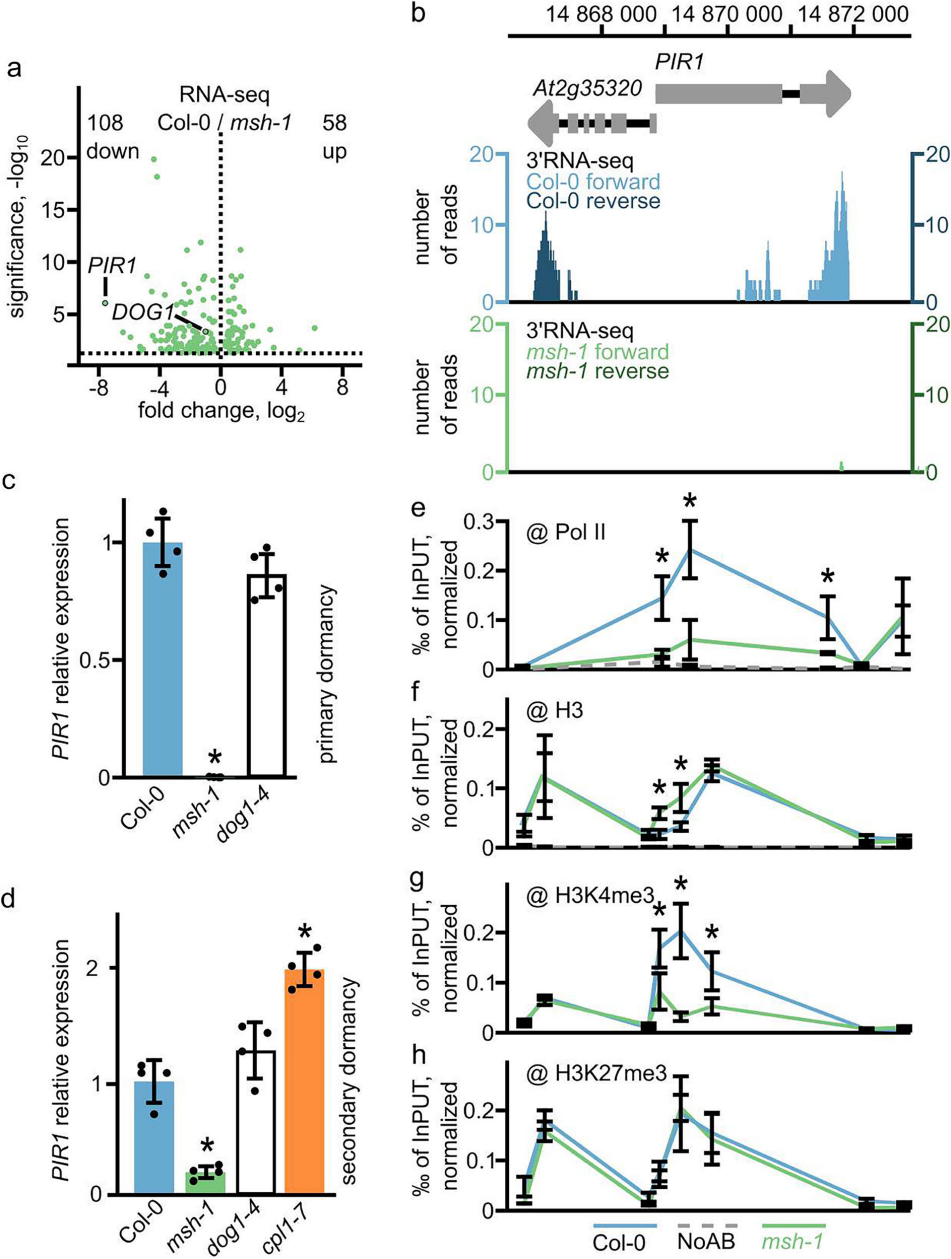
MUSHER enhances PIR1 expression independently of its role in DOG1 regulation. **a** Volcano plot showing differentially expressed genes for WT and *msh-1* selected using DESeq2; absolute log2FC >  log2 (1.5), FDR  <  0.05, *n* = 4. *DOG1* and *PIR1* genes are highlighted. The number of downregulated (down) and upregulated (up) genes is provided on the plot. **b** Diagram of 3′RNA-seq reads for *PIR1* locus in WT and *msh-1* mutant. Schematic diagram showing PIR1 locus: exons (grey rectangles), 3’UTR region (grey arrow) **c** The *PIR1* relative expression level in freshly harvested seeds (primary dormancy) of WT, *msh-1* and *dog1-4* mutants, normalised to *UBC21* and relative to WT. Data are presented as mean values of four biological replicates +/− SD (*p*-value from the two-tailed *t*-test, *p < 0.05). *p < 0.05. **d** The *PIR1* relative expression level in WT *msh-1*, *dog1-4* and *cpl1-7* mutant seeds, after 5 days of SD induction, normalised to *UBC21* and relative to WT. Data are presented as mean values of four biological replicates +/− SD (*p*-value from the two-tailed *t*-test, *p < 0.05). **e** Pol II **f** H3 **g** H3K4me3 and **h** H3K27me3 occupancy was measured by ChIP-qPCR in WT, *msh-1*. (*n* = 4) H3K4me3 and H3K27me3 values were normalised to H3 and to *ACTIN7* (*AT5G09810*); Pol II and H3 were normalised to *ACTIN7* (*AT5G09810*). For all ChIP experiments *P < 0.05, ns - not significant (two-tailed *t*-test). Error bars represent the standard deviation of four biological replicates. H3, H3K4me3 and H3K27me3 (**f**–**h**) ChIP were done side by side and share NoAB control shown on panel h.

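Beyond *DOG1* and *PIR1*, the strongest changes over the 8 libraries included a gene that rose from the floor. *MRD1* (AT1G53480) had 0, 0, 1 and 0 counts in WT replicates 1 to 4 and 107, 27, 54 and 49 counts in *msh-1* replicates 1 to 4, which makes it at least 6.93-fold higher in *msh-1* (adjusted p = 0.00013 from edgeR's quasi-likelihood test). *EXT3*, an extensin gene, fell from 27.0 ± 13.3 CPM in WT to 1.68 ± 1.69 CPM in *msh-1* (SD, n = 4 each), with a log2 fold change of -4.35 (adjusted p = 0.000852). AT1G75945 had a log2 fold change of -3.82, AT5G24640 of 2.13 and AT4G12735 of 1.99, with adjusted p-values of 0.00448, 0.0058 and 0.0251 from edgeR's quasi-likelihood test. In each of these 5 genes all *msh-1* libraries lay on one side of all WT libraries, which was a condition for naming AT5G24640 and AT4G12735 and for the ranking by fold change, and so is not evidence of its own. WT replicate 4, which the paper's table leaves out, had 7.67 CPM of *EXT3* against 29.6 to 37.7 CPM in the other WT libraries. All 5 changed in the same direction when each library was left out in turn, but AT4G12735 kept an adjusted p under 0.05 in only 3 of these 8 fits, and AT1G75945 and AT5G24640 in 6. In *msh-1* replicates 1 to 4, AT1G75945 had 0, 2, 2 and 5 counts and *EXT3* had 4, 11, 3 and 4. In WT replicates 1 to 4, AT4G12735 had 4, 4, 5 and 2. These counts are near the floor of 3, so the sizes of the fitted fold changes are uncertain.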

Our results showed that *MUSHER* activates *PIR1* expression independently of its role in *DOG1* gene regulation. In addition, our data suggest that *MUSHER* regulates transcriptional activity of the *PIR1* promoter, whereas at *DOG1*, it specifically contributes to proximal termination site selection. Importantly, both *DOG1* and *PIR1* regulation by *MUSHER* is compatible with its chromatin association (Fig. 1).

### *MUSHER* lncRNA activates *PIR1* expression through *PIR1*-*DOG1* chromatin interaction

We showed that *MUSHER* is chromatin-bound (Fig. 1h). To identify *MUSHER* binding sites, we conducted a Chromatin Isolation by *MUSHER*-RNA Purification followed by DNA-seq (ChIRP-seq) in seeds^54^. This revealed 23 DNA regions bound by *MUSHER* lncRNA (Supplementary Data 4). The two most significantly enriched are *PIR1* and *DOG1 loci*. Quantifying the ChIRP signal at *DOG1* and *PIR1 loci* shows that target enrichment is greatly diminished in the *msh-1* mutant (Fig. 5a,b). In addition, ChIRP using *LacZ* probes, a commonly used negative control, also failed to recover significant signals at both targets (Fig. 5a,b). Analysis of the ChIRP-seq data revealed that two replicates exhibited high correlation, confirming the reproducibility of the assay (Supplementary Fig. 6a,b). In agreement with our conclusion that *MUSHER* regulates *PIR1* transcription initiation, *MUSHER* peaks centred around *PIR1* TSS. On the *DOG1* locus, *MUSHER* ChIRP-seq detected two strong peaks, one at a site where it is produced and one colocalising with the *DOG1* exon2-intron2 region, just upstream of the proximal polyA site, the selection of which is promoted by *MUSHER* (Fig. 5a).

**Fig. 5:**
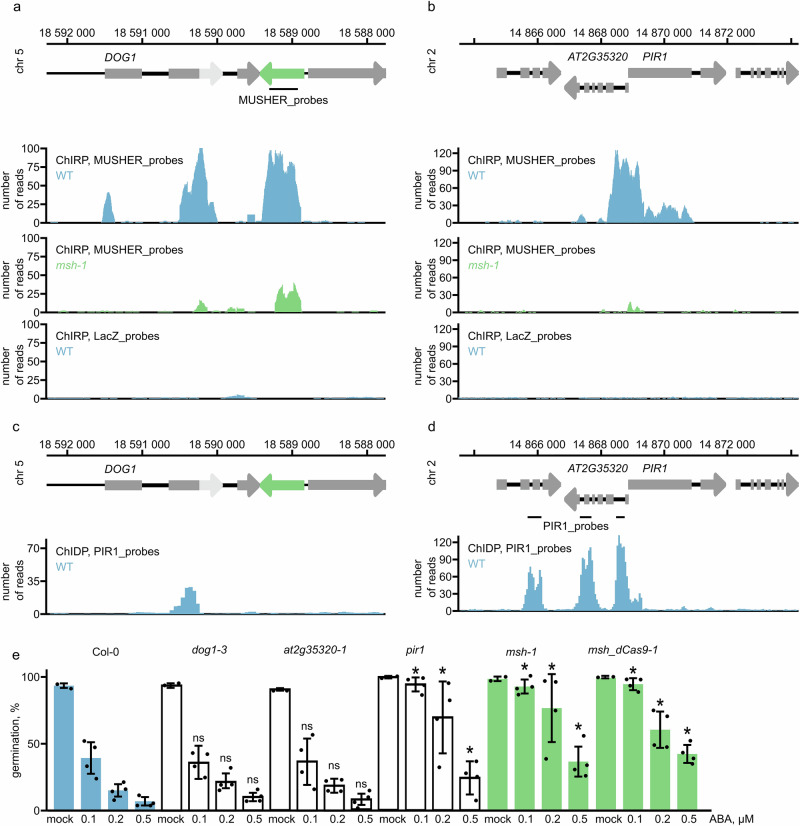
MUSHER lncRNA integrates ABA and DOG1 pathways by interacting with PIR1 TSS and DOG1 proximal termination site. Snapshot of ChIRP-seq in WT and *msh-1* mutant using *MUSHER*-specific and *LacZ*-specific probes on **a** *DOG1* and **b** *PIR1* loci. Schematic diagram showing *DOG1* and *PIR1* locus: exons (grey rectangles), *shDOG1* 3’UTR region (light grey arrow), *lgDOG1* 3’UTR region (grey arrow), and *MUSHER* (green). The lines below the scheme mark regions used to design *MUSHER* probes. Data are the mean of two biological replicates. **c** Snapshot of ChIDP-seq in WT using *PIR1*-specific probes on *DOG1* and **d** *PIR1* loci. Data are the mean of two biological replicates. The lines below the scheme mark regions used to design PIR1 probes. **e** The germination rate of WT, *dog1-3*, *at2g35320-1*, *pir1* and *msh-1* mutant seeds on MS media supplemented with various ABA concentrations. Data are presented as mean values of four biological replicates for seeds germinated on ABA + /− SD and 2 biological replicates for mock. Asterix denotes a two-tailed Welch’s *t*-test comparing the wild type (WT) to each mutant yielded a *p* < 0.05.

Our data showed that the *DOG1* proximal polyA site and *PIR1* TSS are bound by *MUSHER* lncRNA. Together with the lack of *PIR1* expression changes in the *dog1* mutant (Fig. 4c and Supplementary Fig. 5b), this suggested that both *DOG1* and *PIR1* are direct and independent *MUSHER* targets. Of note, we could not find a common DNA motif or R-loop enrichment among *MUSHER* targets, indicating that *MUSHER* may not rely on a sequence-based mechanism for target specification. Whereas the *DOG1 locus* is localised next to *MUSHER* on chromosome 5, the *PIR1 locus* is localised on chromosome 2. This encouraged us to test the physical proximity of *PIR1* and *DOG1 locus* chromatin.

To this end, we used *PIR1* probes to fish out crosslinked DNA sequences followed by NGS. This assay is based on a similar principle as PiCh (Proteomics of isolated Chromatin segments)^55^ but analyses DNA rather than proteins attached to a specific *locus*. This method was called chromatin-DNA precipitation assay (ChIDP). The use of glutaraldehyde combined with the covalent link between probes and beads allowed us to use more stringent conditions, resulting in a high signal-to-noise ratio (Fig. 5c,d, Supplementary Fig. 6a,c Supplementary Data 5). Examination of the ChIDP-seq results showed that two replicates were highly similar, verifying the assay’s consistency (Supplementary Fig. 6a). Surprisingly, we discovered that *PIR1* DNA interacts with the proximal polyA site of *DOG1* but not with *MUSHER* (Fig. 5c,d, Supplementary Fig. 6a,d). This suggests that *MUSHER* activity on *PIR1* is mediated by long-range interaction established by the proximal polyA site of *DOG1*, which is occupied by *MUSHER*.

*DOG1* and ABA are the two main regulators of dormancy in Arabidopsis^56^. We confirmed the published results that *pir1* mutants show decreased sensitivity to ABA-mediated germination inhibition (Fig. 5e)^36^. Notably, a mutant in a gene directly upstream of *PIR1* (*at2g35320-1*) showed no significant changes in ABA sensitivity compared to WT. In agreement with published results, *dog1* mutant seed germination was suppressed by ABA in the same way as WT^27^. Importantly, multiple *musher* alleles showed much weaker sensitivity to ABA-mediated inhibition of germination across all tested ABA concentrations, similar to the *pir1* mutant (Fig. 5e, Supplementary Fig. 6e-g). Therefore, in contrast to the DOG1 protein, *MUSHER* lncRNA does modulate ABA responsiveness. Our data are consistent with a model where *MUSHER* lncRNA enhances the ABA sensitivity by activating *PIR1* gene expression. *MUSHER’s* ability to activate *DOG1* and *PIR1* points to its role in integrating the DOG1 and ABA-dependent repression of seed germination.

### U1 snRNP mediates *MUSHER’s* association to chromatin

*MUSHER* physically binds to and regulates *DOG1* and *PIR1* gene expression (Figs. 1,2,5). Since most *MUSHER* transcripts are localised at the chromatin, it suggests that an active mechanism exists that sequesters *MUSHER* at the chromatin (Fig. 1h).

In addition to its well-known splicing function, U1 snRNP has been shown in mammals to bind various lncRNAs, facilitating their chromatin tethering^15^. Interestingly, we identified four putative U1 binding sites within the *MUSHER* sequence, even though we failed to detect *MUSHER* splicing (Supplementary Data 1,6 and Fig. 1c). Therefore, we analysed whether *MUSHER* interacts with U1 snRNP. Using probes specific for *MUSHER*, but not *LacZ* probes, we selectively recovered U1, but not U4 or U6 RNA using formaldehyde-assisted RNA ImmunoPrecipitation (RIP) (Fig. 6a). Supporting the specificity of the approach, U1 recovery was strongly diminished when we repeated the experiment using *MUSHER* probes in *msh-1* lines (Fig. 6b). Next, we validated the *MUSHER*-U1 association by RNA Immunoprecipitation (RIP) using the U1 snRNP component U1-70K. We used a recently reported *u1-70k* complementing line expressing GFP tagged U1-70K driven by endogenous U1-70K promoter (*pU1-70K::U1-70K-GFPu1-70k*)^21^. RT-qPCR showed that U1-70K immunoprecipitation recovered spliced control RNA, failed to recover unspliced control mRNA, and, importantly, retrieved a significant amount of *MUSHER* lncRNA (Fig. 6c).

**Fig. 6:**
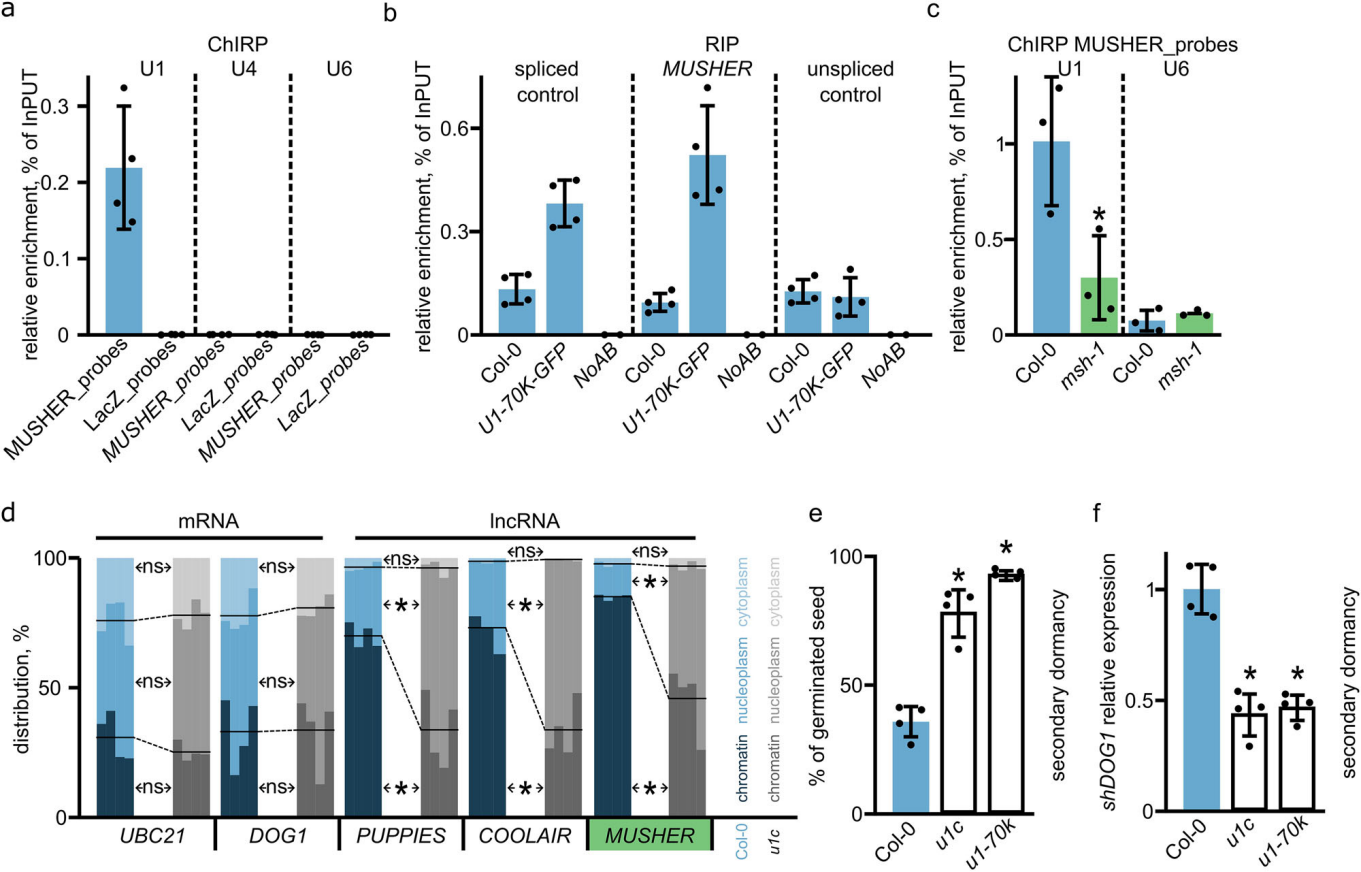
U1 is required for chromatin tethering of MUSHER and other lncRNA. **a MUSHER** or *LacZ* probes were used in formaldehyde-assisted RIP to enrich associated RNA. U1, U4 and U6 recovery was analysed using RT-qPCR. Data are the mean of four biological replicates +/− SD. **b** *MUSHER* probes were used to enrich *MUSHER* from WT and as a negative control in *msh-1*. U1 and U6 recovery was analysed using RT-qPCR. The data represent the average of four biological replicates +/− SD. **c** U1A protein was precipitated side by side with a no-antibodies (NoAB) control from plants expressing *pU1-70K::U1-70K-GFP u1-70k*, and co-precipitated RNA was analysed using RT-qPCR for spliced (*AT5G45830*) and unspliced (*AT5G45820*) RNA controls and *MUSHER*. The data are averaged from three biological replicates + /− SD. A two-tailed Welch’s *t*-test *p*-value was calculated compared to WT (*p < 0.05). **d** Subcellular localisation of mRNAs and lncRNAs in maturing Arabidopsis seeds of WT and *u1c* amiRNA line. Lines represent the mean of chromatin and nucleoplasmic fractions contribution of the total amount of indicated transcript. The blue-shaded colour refers to Col-0, while the grey-shaded colour corresponds to *u1c*. Each transcript was measured in 4 replicates represented as a separate bar. *p  <  0.01 from two-tailed Student *t*-test. **e** After ripened seeds of WT (WT), *u1c* amiRNA and *u1k-70k* mutants were induced into secondary dormancy, moved to permissive conditions and scored for germination ability. Germination (%) was scored as radical protrusion. Data are the mean of four biological replicates +/− SD (two-tailed *t*-test, *p < 0.05). **f** *shDOG1* expression was analysed in WT, *u1c* amiRNA and *u1-70k* mutants seeds induced into secondary dormancy. Data are the mean of four biological replicates +/− SD. A two-tailed *t*-test *p* was calculated compared to WT (*p < 0.05). Normalised to *UBC21* and relative to WT.

Having shown that *MUSHER* is bound by U1 but not U6 or U4 snRNP, we asked if this contributes to *MUSHER* chromatin association. To do this, we used a recently described artificial microRNA (amiRNA) line that shows significantly downregulated *u1c* levels^21^. Subcellular localisation showed that *UBC21* and *DOG1* mRNA are nearly equally distributed between cytoplasmic, nucleoplasm and chromatin-bound fractions, as shown also in Fig. 1 (Fig. 6d). In addition, neither *UBC21* nor *DOG1* mRNA distribution among the cellular fractions was altered in the *u1c* mutant (Fig. 6d). Importantly, *MUSHER’s* association to chromatin was strongly reduced in *u1c* mutant, suggesting U1 tethers *MUSHER* lncRNA at the chromatin. Next, we asked whether the U1 requirement for RNA retention at chromatin is a more general phenomenon in plants. We started by confirming that *COOLAIR*, shown to be expressed in seeds^57^, is predominantly chromatin-bound, like *MUSHER* (Fig. 6d). In addition, unspliced *PUPPIES* isoform, a lncRNA involved in Pol II pausing regulation at *DOG1* in seeds^7^, was also strongly enriched in chromatin fraction. Both *PUPPIES* and *COOLAIR* have multiple U1 binding sites (Supplementary Data 6) and we found that in contrast to the control mRNA, *MUSHER* and all other analysed lncRNAs showed reduced chromatin association and a corresponding increase in nucleoplasmic abundancy in the *u1c* mutant (Fig. 6d). We conclude that *MUSHER* binds U1 snRNP and that U1 facilitates *MUSHER* and other tested lncRNA-chromatin association and propose that the U1 role in chromatin retention of lncRNA is conserved between animals and plants.

Finally, we asked if *MUSHER’s* chromatin association is required for its function. Both *u1c* and another amiRNA mutant in the U1 snRNP component U1-70K, show pleiotropic phenotypes, including significant dwarfism and delayed development^21^. Thus, it would be difficult to distinguish between primary dormancy phenotype and developmental defects resulting in delayed germination. To circumvent this, we took advantage of the fact *MUSHER* also shows defects during secondary dormancy induction. To synchronise the physiological state of seed, they were matured on mother plants and stored until they lost primary dormancy and then tested for the induced secondary dormancy. *u1c* and *u1-70k* mutant seeds showed low secondary dormancy phenotype with nearly all seeds germinating compared to less than 50% of germinated seeds in the WT (Fig. 6e, Supplementary Fig. 7). The reduction in *u1c* and *u1-70k* secondary dormancy phenotype was accompanied by decreased *shDOG1* expression (Fig. 6f). This agrees with a model where U1 is required for *MUSHER’s* association to chromatin and its function in seed dormancy induction. In summary, U1 is required to tether multiple lncRNAs at the chromatin, and in case of *MUSHER*, we showed this chromatin association is required for the lncRNA function.

## Discussion

Our results indicate that *MUSHER* modulates seed dormancy through the transcriptional regulation of DOG1 and ABA sensitivity pathways (Fig. 7a). We show that *MUSHER* lncRNA is chromatin-bound and requires U1 snRNP for its retention and activity at chromatin (Fig. 7b).

**Fig. 7:**
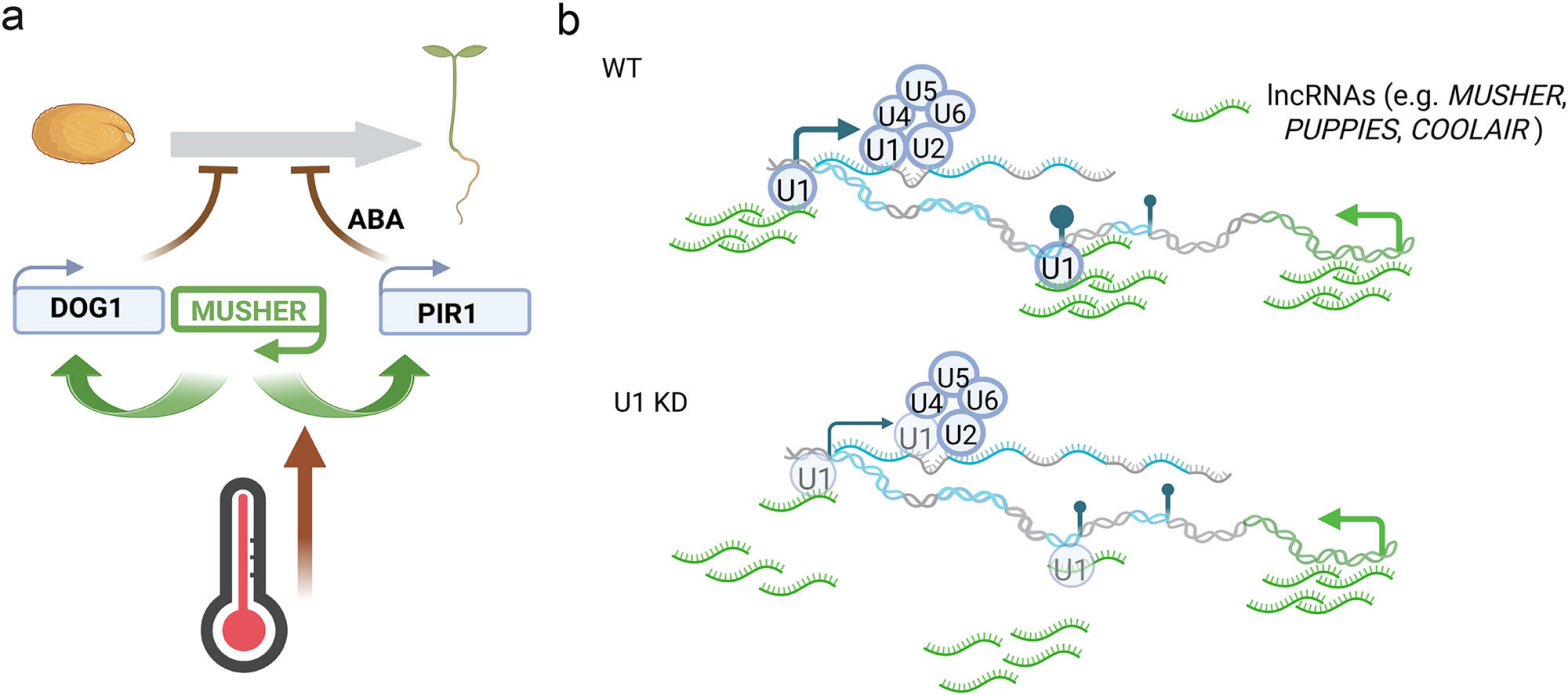
MUSHER regulates seed dormancy and lncRNA chromatin retention in Arabidopsis. **a** MUSHER modulates seed dormancy through the transcriptional regulation of *DOG1* and *ABA* pathways. Created in BioRender Halale manjunath, V. (2025) https://BioRender.com/djj6tmh. **b** U1 is required for chromatin retention of lncRNA, including *MUSHER* in Arabidopsis. Created in BioRender. Halale manjunath, V. (2025) https://BioRender.com/zss2438.

### *MUSHER*-mediated regulation of *DOG1* and *PIR1* expression

Our analysis showed that *MUSHER* employs two different mechanisms to activate *DOG1* and *PIR1*. *MUSHER* promotes *DOG1* expression by enhancing CPSF complex recruitment to the proximal cleavage and polyadenylation site, resulting in enhanced production of a functional short *DOG1* alternative polyadenylation isoform (Fig. 2). In agreement, the *MUSHER* effect on *DOG1* is not accompanied by changes in Pol II recruitment or H3K4me3 levels at the *DOG1* gene (Fig. 2 and Supplementary Fig. 3). In contrast, *MUSHER* activates *PIR1* expression by enhancing Pol II recruitment and consequent H3K4me3 deposition at the *PIR1* promoter (Fig. 4). Similar to *HID1* lncRNA^13^, and differently then *COOLAIR*^58^ and *APOLO*^5^, *MUSHER* promotes H3K4me3 deposition without affecting H3K27me3 repressive marks. Notably, *HID1* represses transcription by blocking the binding of ARABIDOPSIS TRITHORAX-RELATED7 (ATXR7), an H3K4me3 methyltransferase, to nucleosomes, leading to increased H3K4me3 levels when HID1 is inactivated^13^. In contrast, *MUSHER* inactivation reduces H3K4me3 deposition at the *PIR1* promoter, suggesting that *MUSHER* and *HID1* regulate H3K4me3 through distinct molecular mechanisms. Of note, we did not detect *PIR1* proximal polyadenylation either in our seed-specific 3’RNA-seq data (Fig. 4b) or in the published long read-based transcript mapping dataset^39^. It is currently not clear why *MUSHER-*dependent *DOG1* and *PIR1* regulation are based on different modes of activity. It is possible that *MUSHER* acts in the same way on *DOG1* and *PIR1*, but the local chromatin environment of the target or *MUSHER* site of binding with respect to the target transcription start site results in seemingly different mechanisms. For example, the recruitment of CPSF complex to the gene promoter may enhance transcription initiation or transition to efficient elongation. We, however, favour a model where *MUSHER* employs two different mechanisms to enhance *DOG1* and *PIR1* expression. This view is supported by the fact that *DOG1* expression is reduced roughly by 50%, while *PIR1* expression is undetectable in multiple *msh* mutants tested.

Chromatin precipitation using *MUSHER* RNA (ChIRP) followed by sequencing revealed only a very limited number of *MUSHER* targets, with *DOG1* and *PIR1* being the most significantly enriched. The high selectivity of *MUSHER* is somehow surprising, as many of the published plant lncRNAs show binding to multiple sites spread across the genome^5,59^. *PIR1* DNA chromatin-DNA precipitation assay (ChIDP) followed by sequencing showed that *PIR1* DNA also has a very limited number of DNA targets, with, excluding *PIR1* bait, *DOG1* being the strongest. This suggests that high *MUSHER* selectivity could be guided by a spatial arrangement of DNA in seeds.

### *MUSHER* as a Link Between ABA Sensitivity and *DOG1*

Interestingly, both *MUSHER* targets encode proteins, PIR1 and DOG1, that interact with PP2CA protein, a regulator of ABA signalling^35^. PIR1 binding to PP2CA promotes its degradation, while DOG1 inhibits PP2CA phosphatase activity^35,37^. Both *dog1* and ABA synthesis deficient *nced2/5/6/9* mutants fail to enter dormancy. Simultaneously, *dog1* does not show major changes in ABA levels or sensitivity^27,60^ and *nced2/5/6/9* shows unaffected *DOG1* induction kinetics during secondary dormancy establishment^53^. This suggests that DOG1 and ABA synthesis pathways function independently in dormancy regulation. We demonstrate that *MUSHER* inactivation leads to decreased transcription of *DOG1* and *PIR1*, which results in decreased ABA sensitivity. We propose that *MUSHER* lncRNA facilitates the concurrent activation of DOG1 and ABA pathways, integrating them into a shared regulatory network.

High temperatures are known to enhance *DOG1* expression and ABA biosynthesis in seeds^51,61^. We observed altered ABA sensitivity and reduced secondary dormancy induction in response to high temperature in *msh* mutants. Elevated temperatures contribute to two well-described responses: (1) thermoinhibition, a high-temperature-mediated inhibition of germination in light^62^ and (2) secondary dormancy induction in non-dormant imbibed seeds exposed to high temperatures in the darkness^31,49,51^. We hypothesise that *MUSHER*-mediated integration of ABA and DOG1 pathways contributes not only to dormancy but also to other ABA/DOG1-related phenotypes (e.g., drought tolerance or thermoinhibition). We conclude that, similar to other long non-coding RNAs involved in temperature sensing, such as *COOLAIR*^8^, *COLDWRAP* ^63^ and *SVALKA*^6^ in plants, and *Hsrω*^64^ and *Heat* ^65^ in animals, *MUSHER* also plays a role in temperature sensing in plants.

### U1 role in chromatin retention of lncRNA in Arabidopsis

In contrast to mature mRNAs, lncRNAs are often enriched in the nucleus^1,15^. Consistently, many lncRNA have been shown to regulate gene expression by binding to chromatin^1,5,6,39^. The molecular mechanism of human lncRNA retention in the nucleus has only recently started to be explored^15,66,67^, and remains largely unknown in plants. Mechanisms ensuring human lncRNA nuclear retention encompass the presence of specific sequences^68^, including *Alu* transposable elements binding the HNRNPK complex^69^. These protein-RNA interactions may contribute to liquid-liquid phase separation (LLPS) that can also be responsible for the nuclear retention of lncRNA. For example, LLPS by *NEAT1* lncRNA results in the formation of nuclear paraspeckles^70^ and *XIST* lncRNA was reported to undergo LLPS with different partners localised at inactive X chromosome^71^. However, nuclear retention may not be enough to guide lncRNA directly to chromatin. This has been proposed to be a result of direct RNA-DNA interaction, either in the form of R-loops or RNA:DNA triplex^15^. In addition, U1 snRNP, involved in 5’ splice site recognition, has recently been shown to be responsible for the chromatin binding of a large fraction of lncRNAs^15^. In contrast to *Alu* and other sequence elements identified in humans, U1 binding sites are well conserved in plant genomes.

Plant lncRNA retention at chromatin has not been explored, but RNA-seq analysis indicates that lncRNAs are enriched in the nucleus^72^. Also, like their human counterparts, plant lncRNAs often regulate gene expression by chromatin binding^6^, indicating that their chromatin retention may be actively maintained. Multiple plant lncRNAs have been described, but few of them have been reported to be expressed in seeds and to control gene expression by chromatin-related mechanisms. This includes *COOLAIR* regulating the *FLC* gene chromatin state^9,73^, *PUPPIES* regulating Pol II pausing at the *DOG1* gene^7^ and, described here, *MUSHER* promoting the *DOG1* gene proximal cleavage and polyadenylation site selection. In seedlings, *COOLAIR* is retained at chromatin, presumably by its ability to form R-loops^74^ and a cloud around its transcription site^10^. Similarly, *APOLO* lncRNA has been shown to form R-loops at its targets located in *trans* to its transcription site^5^. Here, we propose that U1-mediated chromatin binding of lncRNAs is a largely sequence-independent mechanism used by plants to retain lncRNA at chromatin. We showed that U1 snRNP is required for *MUSHER*, *COOLAIR* and *PUPPIES* to bind the chromatin efficiently. As we did not test the interplay between U1 binding and LLPS, we cannot exclude the possibility that U1 binding is required or otherwise interlinked with the phase separation of lncRNA at chromatin. R-loops have not been reported in seeds, and the one shown in seedlings at *PIR1* locus^75^ is unlikely to be formed by *MUSHER* since *MUSHER* is very lowly expressed in seedlings. Therefore, while we cannot exclude this possibility, *MUSHER* is unlikely to form R-loops. As concluded for humans, U1 lncRNA targets^15^ do not form direct R-loops with the target DNA. This suggests that in plants, R-loops probably do not contribute to U1-mediated lncRNA retention. The fact that the lncRNA tested here have different modes of action, implies that the U1 role in chromatin retention is not limited to a specific lncRNA activity. Altogether, our data strongly supports the idea that the U1 role in chromatin retention of lncRNA is evolutionarily conserved between animals and plants.

## Methods

### Plant material and growth conditions

WT used in this work is Columbia (Col-0) *Arabidopsis thaliana* accession. Plants were grown on soil in a greenhouse under long-day conditions (16 h light/8 h dark) at 22 °C/18 °C. All mutants and transgenic lines were created in Col-0 background and were homozygous for the indicated genotype. *MUSHER* lines *msh-1*(SM_29297) and *msh-2*(SM_29310) were obtained from the NASC centre. Other mutants used in this study have been described previously*: cpl1-7*^76^, *cpl1-8* (GK-165H09)^32^, *cpl1-9* (GK-849H10)^32^, *dog1-3* (SALK_000867)^27^, *dog1-4* (SM_3_20886)^30^, *fy-2* (SAIL_ 657D4)^77^, *esp1-2* (SALK_078793)^78^, *pir1* (SALK_078237)^36^, *amiR-u1-70k* and *amiR-u1-c*^21^.

### Germination tests

Germination assays were performed as described previously to estimate primary dormancy levels^7,30^. Briefly, 100–200 freshly harvested seeds were sown on Petri plates with blue germination paper (HoffmanMfg) and a layer of water-soaked fabric underneath to keep moisture. The plates were sealed and placed in the Percival chamber under long-day conditions (16 h light/8 h dark) at 22 °C/18 °C. Photographic documentation was performed once a day, and seeds with root protrusion were counted as germinated.

To evaluate secondary dormancy induction levels, seeds were sown on Petri plates with blue germination paper (HoffmanMfg) and a layer of water-soaked fabric underneath to keep moisture. The plates were sealed and incubated in the darkness at varying temperatures (25 °C, 28 °C, 35 °C) for 7 days. Subsequently, plates were transferred to the Percival chamber under long-day conditions (16 h light/8 h dark) at 22 °C/18 °C.

An abscisic acid (ABA) sensitivity test (Fig. S5) was conducted using the genotypes Col-0, *dCas9-control-1*, *msh-1*, *msh-2*, *msh_dCas9-1*, *msh_dCas9-2, pir1, dog1-4 and msh-1xpir1*. Seeds were sown on blue paper soaked with 45 ml water supplemented with 0.1 μM ABA and stratified for 24 h before transferring to 22 °C (long day conditions). Differences in germination rates across genotypes were measured after 4 days and assessed using a Kruskal–Wallis test within each treatment, followed by Dunn’s post-hoc test for pairwise comparisons.

### Cloning, plant transformation and CRISPR-dCas9 mutant generation

The generation of the dCas9 transgenic plants was performed according to Čermák et al.^42^. The specific sgRNAs to Arabidopsis TAIR10 genome were designed using the CRISPR-P 2.0 (http://crispr.hzau.edu.cn/cgi-bin/CRISPR2/CRISPR) to select the canonical NGG PAM motif. sgRNAs were cloned to the dCas9 vector by Golden Gate assembly (*dCas9_control-1*, *dCas9_control-2*, *msh_dCas9-1* and *msh_dCas9-2*) according to the protocols 3B and 5^42^. Primers used for cloning are listed in Supplementary Data 7. All constructs were verified by Sanger sequencing. Each construct was transformed into Agrobacterium strain GV3101 and then transformed into Col-0 or an appropriate mutant background using the floral dip method. T1 transformant plants were identified by selecting the resistance to glufosinate. The seeds from the selected T1 plants were used for phenotypic analysis. At least two independent transgenic lines were tested and propagated. As a control for potential indirect effects from dCas9 expression, we also created two dCas9 lines with guides recognising different intergenic regions localised 100 kb from *DOG1 locus*: *dCas9_control_1* and *dCas9_control_2*, which showed no influence on *MUSHER* transcription. To generate *MUSHER*-complemented lines, *msh-1 pMUSHER_1* and *msh-1 pMUSHER_2*, we modified the *pGWB635_LUC* vector by introducing the *MUSHER* genomic sequence along with its promoter region (>4 kb). Although both constructs share the same *MUSHER* promoter start site in the *Arabidopsis thaliana* genome, the luciferase (LUC) reporter integration begins at position 18,589,360 for *pMUSHER_1* and 18,589,685 for *pMUSHER_2*. Due to the shared BASTA resistance in *msh-1* and the *pGWB635_LUC* plasmid, we crossed *pMUSHER_1* in the Col-0 background with *msh-1* plants to generate complemented lines, selecting double-homozygous individuals in subsequent generations.

### Luciferase measurement

100 seeds placed on a microscope glass slide were squashed to release the embryo from the seed coat. After adding D-Luciferin (Beetle luciferin potassium salt, Promega) and 20 min of incubation in darkness, the light signal was measured using a NightSHADE camera (Berthold Technologies GmbH & Co.KG) with a 10-minute exposure.

### RNA extraction

RNA extraction protocol was adapted from Kowalczyk et al.^32^. After grinding in liquid nitrogen, samples were resuspended in 500 μl of homogenisation buffer (100 mM Tris pH 8.5, 5 mM EDTA, 100 mM NaCl, 0.5% SDS, 1% β-mercaptoethanol) and centrifuged for 5 min at room temperature at 8000 g. The supernatant was transferred to the new tubes containing 250 μl of chloroform. After 15 min of shaking, 250 μl of phenol was added, and shaking was repeated, followed by centrifugation for 10 min at 10,000 g. The upper phase was transferred to new tubes, and an equal volume of phenol:chloroform:isoamyl alcohol was added. Shaking and centrifugation steps were repeated. The upper phase was mixed with 10% of the volume of 3 M sodium acetate (pH 5.2) and an equal volume of isopropanol. After centrifugation for 30 min at 20,000 g at 4 °C, the pellet was washed with 70% EtOH and resuspended in water.

### RT–qPCR

Trace DNA in the RNA samples was removed using a TURBO DNA-free kit (Thermo Fisher Scientific) according to the manufacturer’s protocol. The DNA removal was confirmed by PCR using primers to the *PP2A* gene (AT1G13320). The RNA sample quality and quantity were checked by agarose gel electrophoresis and using a Nanodrop 2000 spectrophotometer. Reverse transcription using 2.5 µg of RNA was performed with a Superscript III cDNA Synthesis kit (Thermo Fisher Scientific) according to the manufacturer’s protocol. An equal mixture of oligo(dT) and hexamer primers was used for cDNA synthesis according to the manufacturer’s protocol. 5x diluted cDNA was used as a template in the qPCR reaction (LightCycler 480; Roche) with SYBR Green mix (Roche). The relative transcript level was determined with the 2 − ΔΔCt method^28^ and normalised to mRNA of the *UBC21* (AT5G25760) gene. The primers used are listed in Supplementary Data 7.

### Chromatin ImmunoPrecipitation (ChIP)

ChIP was performed as described^32^ with the following modifications. 100 mg of fresh siliques (13–20 days after pollination) were ground in liquid nitrogen and resuspended in 20 ml of crosslink buffer (10 mM HEPES-KOH pH 7.4, 50 mM NaCl, 100 mM sucrose, 1% formaldehyde). After 10 min incubation on a rotator at 4 °C, the crosslinking agent was quenched by adding 1.25 ml of 2 M glycine. After another 5 min incubation on a rotator, samples were centrifuged at 4 °C and 2000 g for 15 min. The pellets were resuspended in 20 ml of cold Honda Buffer (20 mM HEPES-KOH pH 7.4, 0.44 M sucrose, 1.25% Ficoll, 2.5% Dextran T40, 10 mM MgCl_2_, 5 mM DTT, 0.5% Triton X-100, 10 mM β-mercaptoethanol, 1 mM PMSF, 1x Complete protease inhibitors (Roche)) and filtered through Miracloth. Samples were centrifuged for 15 min at 2000 g at 4 °C. The pellet was resuspended in ChIP lysis buffer (50 mM HEPES-KOH pH 7.4, 10 mM EDTA, 1% SDS, 1x Complete protease inhibitors (Roche)) and sonicated using Bioruptor (Diagenode) to fragments of 300–500 bp. Samples were next diluted 10 times with ChIP Dilution Buffer (1.1% Triton X-100, 1 mM EDTA, 16.7 mM HEPES-KOH pH 7.4, 167 mM NaCl, 1 mM DTT, 1 mM PMSF, 1x Complete protease inhibitors (Roche)). Then antibodies against RNA polymerase II subunit B1 (Agrisera, AS11 1804), H3 (Abcam, ab1791), H3K4me3 (Millipore, 07-473), H3K27me3 (Abcam, ab6002) or CPSF73 (PhytoAB, PHY1043A) were added followed by addition of the mixture of Dynabeads Protein A and Protein G beads (Thermo Fisher Scientific). Next, samples were incubated overnight on a rotator at 4 °C. Two washing steps with low salt buffer (150 mM NaCl, 1 mM EDTA, 10 mM HEPES-KOH pH 7.4, 0.1% Triton X-100) and two washing steps using high salt buffer (500 m M NaCl, 1 mM EDTA, 10 mM HEPES-KOH pH 7.4, 0.1% Triton X-100) were performed. DNA was released from beads and reverse-crosslinked by incubation at 95 °C with 10% Chelex 100 suspension for 15 min. After Proteinase K treatment (55 °C) for 90 min and repeated incubation at 95 °C for 10 min, samples were centrifuged for 5 min at RT at 10,000 g. Recovered DNA was used in qPCR reaction with primers listed in Supplementary Data 7.

### RNA ImmunoPrecipitation (RIP)

For U1-70K-GFP RIP, we used 100 mg of fresh siliques (13–20 days after pollination), which were ground in liquid nitrogen and resuspended in 20 ml of crosslink buffer (10 mM HEPES-KOH pH 7.4, 50 mM NaCl, 100 mM sucrose, 1% formaldehyde). After 10 min incubation on a rotator at 4 °C, the crosslinking agent was quenched by adding 1.25 ml 2 M glycine. After another 5 min incubation on a rotator, samples were centrifuged at 4 °C and 2,000 g for 15 min. The pellets were resuspended in 20 ml of cold Honda Buffer (20 mM HEPES-KOH pH 7.4, 0.44 M sucrose, 1.25% Ficoll, 2.5% Dextran T40, 10 mM MgCl_2_, 5 mM DTT, 0.5% Triton X-100, 10 mM β-mercaptoethanol, 1 mM PMSF, 1x Complete protease inhibitors (Roche), and 5 U/ml murine RNase inhibitor (NEB)) and filtered through Miracloth. Samples were centrifuged for 15 min at 2000 g at 4 °C. The pellet was resuspended in Nuclear Lysis Buffer (50 mM HEPES-KOH pH 7.4, 10 mM MgCl_2_, 1% Triton X-100, 1x Complete protease inhibitors (Roche), 20 U/ml murine RNase inhibitor (NEB)), followed by 20 min incubation at 37 °C with TURBO DNAse (Thermo Fisher Scientific). After adding SDS up to 1%, samples were sonicated using Bioruptor (Diagenode). Next, samples were diluted 10 times with RIP Dilution Buffer (0.5 mM EDTA, 10 mM HEPES-KOH pH 7.4, 150 mM NaCl, 20 U/ml murine RNase inhibitor (NEB)) and incubated with GFP Agarose beads (Chromotek) for 1 h on a rotator at 4 °C. After three washing steps with RIP Wash Buffer (150 mM NaCl, 1 mM EDTA, 10 mM HEPES-KOH pH 7.4, 0.05% NP-40, 20 U/ml murine RNase inhibitor (NEB)), RNA was eluted (150 mM NaCl, 1 mM EDTA, 10 mM HEPES-KOH pH 7.4, 1% SDS, 20 U/ml murine RNase inhibitor (NEB)) and reverse-crosslinked by incubation at 95 °C for 15 min. After 1 h Proteinase K treatment (55 °C), RNA was isolated with Trisure (Bioline) according to producer protocol. After cDNA synthesis with SuperScript III (Thermo Fisher Scientific), samples were used in qPCR reaction with appropriate primers listed in Supplementary Data 7.

### Nuclei purification for ChIRP, RIRP and ChIDP

To uncover RNA-RNA (RNA Isolation by RNA Purification), RNA-DNA (Chromatin Isolation by RNA Purification) and DNA-DNA (Chromatin Isolation by DNA Purification Assay) interactions, we used 400 mg of fresh siliques (13–20 days after pollination), which were ground in liquid nitrogen and resuspended in 20 ml of crosslink buffer (10 mM HEPES-KOH pH 7.4, 50 mM NaCl, 100 mM sucrose, 1% formaldehyde (for RNA-RNA and RNA-DNA) or 0.5% glutaraldehyde (for ChIDP)). After 10 min incubation on a rotator at 4 °C, the crosslinking reaction was quenched by adding 1.25 ml 2 M glycine. After an additional 5 min incubation on a rotator, samples were centrifuged at 4 °C and 2,000 g for 15 min. The pellets were resuspended in 20 ml of cold Honda Buffer (20 mM HEPES-KOH pH 7.4, 0.44 M sucrose, 1.25% Ficoll, 2.5% Dextran T40, 10 mM MgCl_2_, 5 mM DTT, 0.5% Triton X-100, 10 mM β-mercaptoethanol, 1 mM PMSF, 1x Complete protease inhibitors (Roche) and 5 U/ml murine RNase inhibitor (NEB)) and filtered through Miracloth. Subsequently, samples were centrifuged for 15 min at 2000 g at 4 °C. According to downstream assays, the nuclei pellets were resuspended in appropriate buffers (Element Zero Biolabs kit).

### Chromatin isolation by RNA purification assay (ChIRP)

To enrich specific RNA molecules or chromatin fragments, we used MagIC beads with custom probes targeting those sequences (Element Zero Biolabs). Element Zero Biololabs designed probes are delivered with kits and remain confidential as protected intellectual property.

For *MUSHER* probes RIRP and ChIRP with *MUSHER* and *lacZ* probes, nuclei pellets were resuspended in 1.1 ml of MagIC Lysis Buffer FA (Element Zero Biolabs kit), supplemented with 1x Complete protease inhibitors (Roche) and 5 mM DTT. Next, samples were sonicated using a Bioruptor (Diagenode) and diluted two times with MagIC Lysate Dilution Buffer FA, with 1% of the volume saved as an input sample. MagIC beads were pre-cleared according to the producers’ protocol and added to the samples that were next incubated at 40 °C for 30 min with occasional shaking. This was followed by three washes using MagIC Wash Buffer I FA and nucleic acids elution by incubation at 92 °C for 5 min with 10 mM Tris-HCl pH 7.5. After Proteinase K treatment (55 °C, 90 min) and phenol:chloroform:isoamyl alcohol extraction, DNA and RNA were precipitated by adding 1 µl glycogen, 10% of the volume of 3 M LiCl, and an equal volume of isopropanol. Samples were centrifuged for 30 min at 4 °C at 20,000 g. Pellets were washed with cold 80% ethanol, resuspended in water, and samples were split in half. The presence of specific DNA fragments interacting directly or indirectly with *MUSHER* probes was validated by qPCR analysis. To identify RNAs enriched with *MUSHER* probes, half of the sample was incubated with TURBO DNAse (Thermo Fisher Scientific), extracted with phenol:chloroform: isoamyl alcohol as above, and used for cDNA synthesis and qPCR analysis. For ChIRP library preparation, DNA fragments were eluted from MagIC beads with RNase If (NEB). Libraries were prepared with the NEBNext® Ultra™ DNA Library Prep Kit for Illumina using NEBNext Multiplex Dual Index Primers. Paired-end sequencing was performed on the Illumina NovaSeq 6000.

### Chromatin isolation by DNA purification assay (ChIDP)

For ChIDP, the nuclei pellet was resuspended in 1.1 ml of MagIC Lysis Buffer FA (Element Zero kit) supplemented with 1x Complete protease inhibitors (Roche) and 5 mM DTT. Samples were sonicated using Bioruptor (Diagenode), diluted with MagIC Lysate Dilution Buffer FA, and split into halves (treated with RNaseA at 37 °C for 20 min and non-treated). MagIC beads recognising the *PIR1 locus* were mixed with the lysates that were next incubated at 81 °C for 5 min with occasional shaking to denature DNA partially. Subsequently, samples were transferred to 40 °C for 20 min to enable binding of the probes. This was followed by six washing steps with the MagIC Lysate Wash buffer I and II, and DNA was eluted with 10 mM Tris-HCl pH 7.5 at 92 °C for 5 min. After adding an equal volume of MagIC Lysate Wash buffer I to eluted samples, proteinase K treatment (55 °C, 120 min) was performed. To extract DNA fragments, an equal volume of phenol:chloroform:isoamyl alcohol was added. The upper phase was mixed with 1 µl of glycogen, 10% of the volume of 3 M LiCl and an equal amount of isopropanol. After centrifugation for 30 min at 20000 g at 4 °C, the pellet was washed with 80% EtOH and resuspended in water. Libraries were prepared with the NEBNext® Ultra™ DNA Library Prep Kit for Illumina using NEBNext Multiplex Dual Index Primers. Paired-end sequencing was performed on the Illumina NovaSeq 6000.

### ChIRP-seq and ChIDP-seq analysis

For ChIRP-seq and ChIDP-seq data analysis, Bowtie2 (v2.5.3)^79^ was used to align the reads to the reference genome (TAIR10, with default parameters). To identify significantly enriched regions, MACS3 was used with the default parameters: bandwidth:300; model fold of 5:50; q-value cutoff: 0.05 (v3.0.0a6)^80^. bamCoverage (v3.5.4)^81^ with CPM normalisation was used to create bigwig files.

#### 5’RACE-seq

Analysis was performed as described previously^7^. Shortly, 500 ng of total RNA, after DNAse treatment, was used as the template for cDNA generation using SuperScript II (Thermo Fisher Scientific). The resulting cDNA was purified using AMPure XP magnetic beads (Beckman Coulter) and amplified in a series of three PCR reactions with Phusion polymerase and specific primers (1^st^ PCR: only TSO_n1, 2^nd^ PCR: TSO_n2 and MUSHER_5RACE, 3^rd^ PCR: Illumina indexing primers). The final PCR product was sequenced using Illumina MiSeq. For data analysis, STAR (v2.7.8a)^82^ was used to align the reads to the reference genome, followed by UMI-based PCR duplicates removal using UMI-tools (v1.1.0)^83^. The position of the first 5′ nucleotide was extracted using bedtools (v2.30.0)^84^.

#### 3’RACE-seq

Analysis was performed as described previously^7^ and based on the earlier procedure^85^. The ligation of the pre-adenylated adaptor to the 3’end of the RNA was performed using truncated T4 RNA Ligase 2 (NEB). RNA ligated with RA3_15N adaptor (containing UMI) was cleaned with AMPure XP magnetic beads and subjected to reverse transcription reaction with SuperScript III (Thermo Fisher Scientific). After three rounds of PCR with specific primers (1^st^ PCR: MUSHER_3RACE and RTPXT, 2^nd^ PCR: mXTf and mXTr,3^rd^ PCR: Illumina indexing primers), each followed with AMPure beads purification, prepared libraries were sequenced using Illumina MiSeq. For data analysis, STAR (v2.7.8a)^82^ was used to align the reads to the reference genome, followed by UMI-based PCR duplicates removal using UMI-tools (v1.1.0)^83^. The position of the last 3′ nucleotide was extracted using bedtools (v2.30.0).

#### 3’RNA-seq

Analysis was performed as described previously^49^. Briefly, 0.5 µg of total RNA was reverse transcribed with UMI-containing oligo(dT) primers. Differently barcoded cDNAs were pooled together, and second-strand cDNA was synthesised using the nick translation method. Next, libraries were tagmented with Tn5 transposase, and the 3’cDNA fragments were amplified with Illumina-compatible primers^49^. Paired-end sequencing was performed on the Illumina NextSeq 500. Alignment and read demultiplexing were performed using STAR (v2.7.8a)^82^ and BRBseqTools (v 1.6)^86^, respectively. Differentially expressed genes were identified using DESeq2 with a cutoff of FDR < 0.05 and FC > 1.5.

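The thresholds act differently on the counts over all 8 libraries. With edgeR's quasi-likelihood test 47 genes had an adjusted p under 0.05 and 924 an unadjusted p under 0.05, and the fold change of 1.5 removed 2 of the former. Testing directly against a fold change of 1.5 with glmTreat, which asks for evidence that the change exceeds that size, left 7 genes. The paper's Supplementary Data 3 holds 186 genes, of which 159 have a fold change above 1.5 in either direction, while its UP and DOWN lists together hold 7 genes under that value, 6 higher and 1 lower in *msh-1*, the lowest at 1.45. The paper's methods give the threshold as 1.5, whereas its reporting summary writes it as FC > 1, which all 7 genes pass. Neither threshold alone gives the lists, which together hold 166 genes, more than the 159 above 1.5 and fewer than the 186 in the table. DESeq2 on the 6 libraries that match the table gave 182 genes with an adjusted p under 0.05, and its adjusted p-values were a median of 1.05 times those in the table.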

### Fractionation

Chromatin RNA extraction was performed using the described method^7^. 100 mg of siliques were ground in liquid nitrogen and resuspended in 20 ml of cold Honda Buffer (20 mM HEPES-KOH pH 7.4, 0.44 M sucrose, 1.25% Ficoll, 2.5% Dextran T40, 10 mM MgCl_2_, 5 mM DTT, 0.5% Triton X−100, 10 mM β-mercaptoethanol, 1 mM PMSF, 1x Complete protease inhibitors (Roche), and 5 U/ml murine RNase inhibitor (NEB)). After rotation at 4 °C for 10 min and filtration through Miracloth, samples were centrifuged at 2000 g for 15 min at 4 °C. The nuclei pellet was washed twice with 5 ml of Honda buffer. The pellet was resuspended in 600 µl of Honda buffer and purified on a 40%-75% PercoII density gradient by centrifugation at 10,000 g for 30 min at 4 °C. Purified nuclei were collected from the Percoll interface, washed with Honda buffer and resuspended in 500 µl of cold glycerol buffer (20 mM Tris-HCl pH 8.0, 75 mM NaCl, 0.5 mM EDTA, 0.85 mM DTT, 50% glycerol, 1% Empigen, 10 mM β-mercaptoethanol, 0.125 mM PMSF, 1x Complete protease inhibitors (Roche), and 5 U/ml murine RNase inhibitor (NEB)). Samples were overlaid on urea lysis buffer (10 mM HEPES-KOH pH 7.4, 7.5 mM MgCl_2_, 0.2 mM EDTA,300 mM NaCl, 1 M urea, 1% NP-40, 10 mM β-mercaptoethanol, 0.5 mM PMSF, 1x Complete protease inhibitors (Roche), and 5U/ml murine RNase inhibitor (NEB), vortexed for 2 s, and incubated on ice for 30 min, followed by centrifugation at 20,000 g for 2 min at 4 °C. The chromatin pellet was washed twice with 600 µl of urea lysis buffer for 30 min on a rotator at 4 °C. Chromatin pellet was used for RNA extraction and next for DNAse treatment as described above. The chromatin-attached RNA quality was tested by agarose gel electrophoresis and quantified with a Nanodrop 2000 spectrophotometer. cDNA synthesis was performed using a SuperScript III kit (Invitrogen).

#### smFISH

smFISH assay was performed as described previously^7^ using a manually dissected radicle from dry embryos. The Stellaris probes used for smFISH target the full *shDOG1* sequence, including intron 1 and are labelled with Quasar670 fluorophore (Biosearch Technologies). The embryos were fixed, permeabilised and hybridised with the probes as described^7^. The smFISH signals were gathered using a widefield fluorescence microscope Olympus IX81 (Olympus) and a Hamamatsu Orca-R2 (C10600) CCD camera. The xCellence software (Olympus) was used for image acquisition. Cells were manually segmented using Napari^87^ and the PartSeq plugin, which allows foci identification and classification based on subcellular location^88^. Dots number and intensity were analysed using R scripts described earlier^7^.

### Statistics & reproducibility

All statistical analyses were performed using RStudio or Excel. Sample sizes are mentioned in figure legends and/or displayed in plots as individual data points. Sample sizes were not pre-specified. Information regarding the statistical test applied to each data is mentioned in the corresponding figure legend or source data. Significant differences were accepted at *p*  <  0.05.

### Declaration of generative AI and AI-assisted technologies in the writing process

While preparing this work, the authors used Grammarly to improve readability and language. After using this tool, the authors reviewed and edited the content as needed and take full responsibility for the publication’s content.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of additional supplementary files

Supplementary Data 1-7

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The 3’RNA-seq data generated for this study have been deposited at the Gene Expression Omnibus (GEO) under the accession code GSE274757. Source data are provided with this paper.

# Supplementary material for: Chromatin retained MUSHER lncRNA integrates ABA and DOG1 signalling pathways to enhance Arabidopsis seeds dormancy
**Source:** Nat Commun. 2025 Aug 14;16:7545. doi: 10.1038/s41467-025-62991-5
**Supplement:** Supplementary file 1 — Supplementary Information

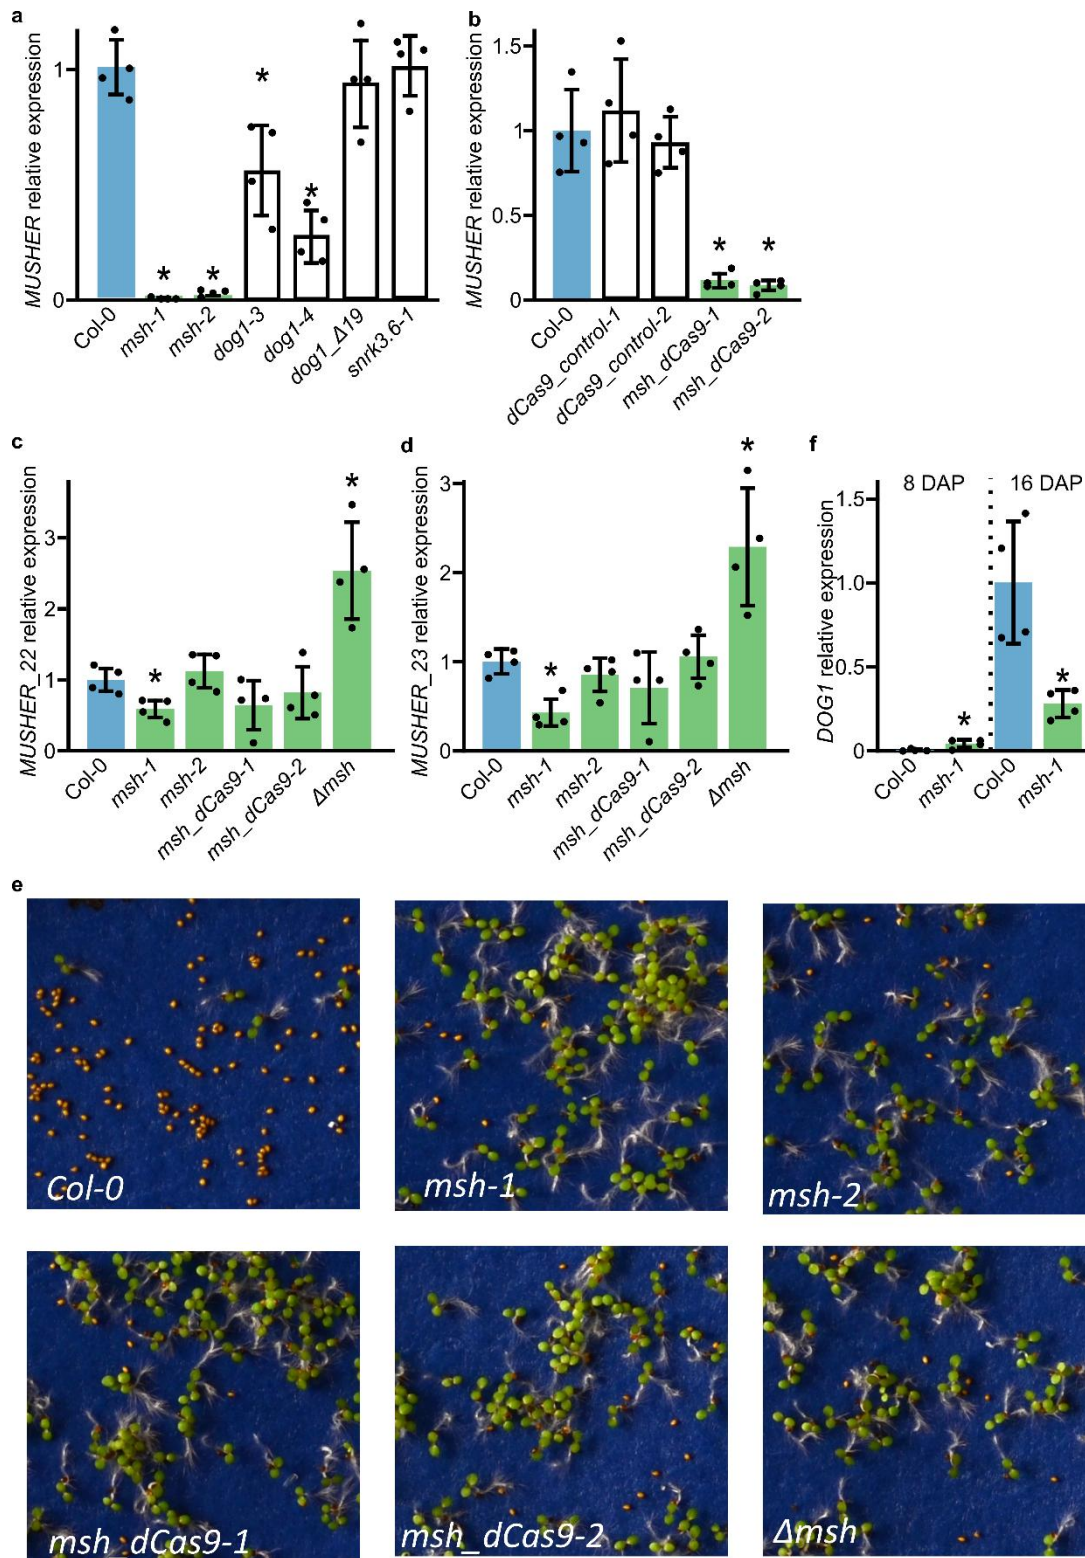

1

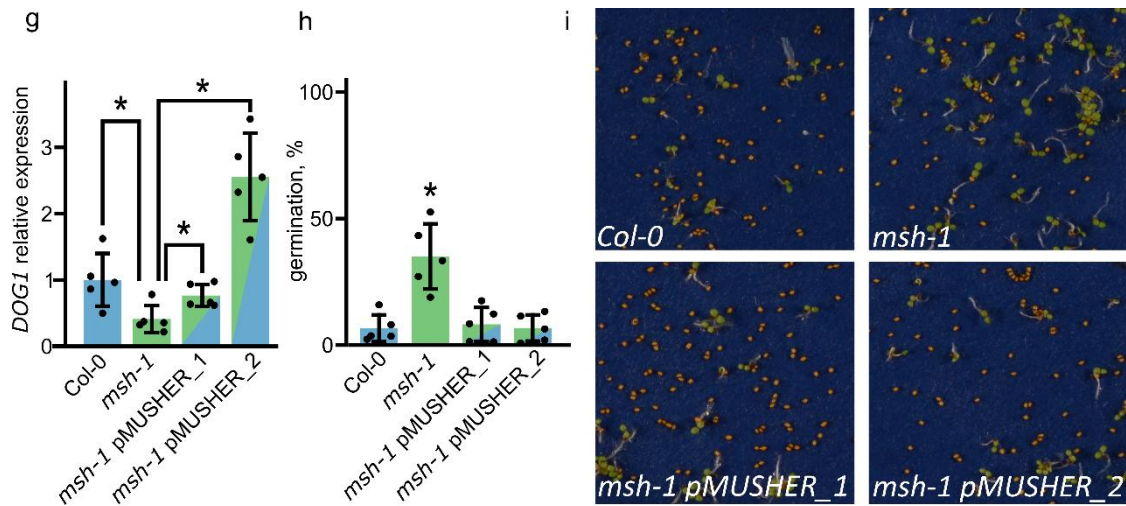

#### Supplementary Fig. 1 | *MUSER* expression is partially dependent on *DOG1*.

**a** *MUSER* relative expression level in developing seeds of WT and indicated mutants, normalised to *UBC21* and relative to WT. *p*-value was calculated in comparison with WT. \**p* < 0.05. Data are presented as mean value of five biological replicates +/- SD. **b** *MUSER* relative expression level in freshly harvested seeds of WT and dCas9 mutants, normalised to *UBC21* and relative to WT. *p*-value was calculated in comparison with WT. \**p* < 0.05. Data are presented as mean value of five biological replicates +/- SD. New transcripts around *MUSER* locus were quantified using *MUSER\_2* (**c**) and *MUSER\_3* primers (**d**). Transcript relative expression level in WT and indicated mutants seeds, normalised to *UBC21* and relative to WT. *p*-value was calculated in comparison with WT. \**p* < 0.05. Error bars represent the standard deviation of four biological replicates. **e** Representative photographs of *Col-0*, *msh-1*, *msh-2*, *msh\_dCas9-1*, *msh\_dCas9-2* and  $\Delta msh$  corresponding to germination tests on Fig. 1f. **f** *DOG1* expression level during silique development in WT and *msh\_dCas9-1* plants, normalised to *UBC21* and shown at the 8<sup>th</sup> and 16<sup>th</sup> days after pollination (DAP); Data are presented as mean value of three biological replicates +/- SD. **g** Relative expression of *DOG1* in freshly harvested seeds (primary dormancy) of WT, *msh-1* and *msh-1* *MUSER*-complemented lines (*msh-1 pMUSER\_1* and *msh-1 pMUSER\_2*), normalised to *UBC21* and relative to WT. Data are presented as the mean value of five biological replicates +/- SD. \**p* < 0.05. **h** Freshly harvested seeds of WT, *msh-1* mutant and *msh-1* *MUSER*-complemented lines (*msh-1 pMUSER\_1* and *msh-1 pMUSER\_2*) were scored for germination. Germination was defined as radical protrusion and counted 4d after sowing. A two-tailed *t*-test *p*-value was calculated compared to WT (n=5, \**p* < 0.05). **i** Representative photographs of *Col-0*, *msh-1*, *msh-1 pMUSER\_1* and *msh-1 pMUSER\_2* corresponding to germination tests on Supplementary Fig. 1h.

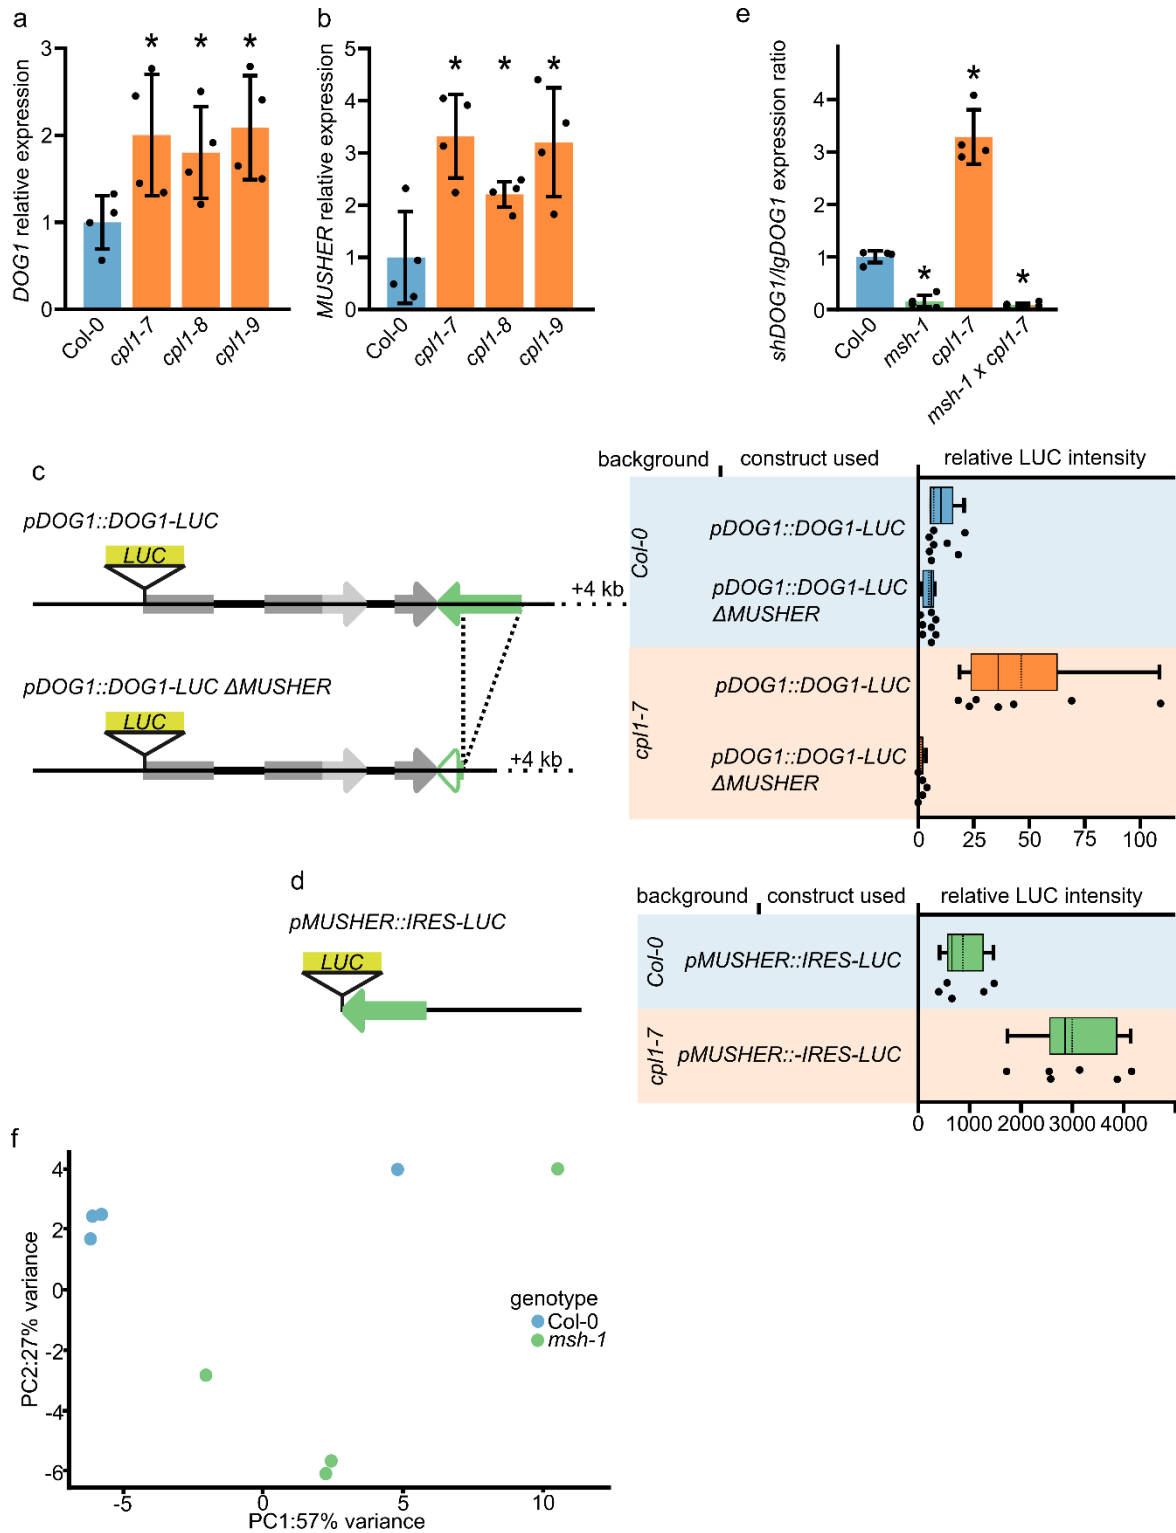

Supplementary Fig. 2 | *cpl1-7* mimics *MUSHER* overexpression leading to upregulation of *DOG1*

**a** *DOG1* and **b** *MUSHER* relative expression level in seeds of WT and *cpl1-7* mutant, normalised to *UBC21* and relative to WT. *p*-value was calculated in comparison with WT (\**p*-value < 0.05, two-tailed t-test). Data are presented as the mean value of four biological replicates +/- SD. **c** Luciferase (LUC) gene reporter assay was used to measure *MUSHER*'s ability to activate the *DOG1* gene expression. Schematic diagram showing regions included in LUC gene fusion constructs used for transient transformation of Arabidopsis WT and *cpl1-7* mutant seedlings. In boxplots, middle lines show the medians (solid line) and mean (dotted line); box limits indicate the 25th and 75th percentiles; whiskers extend 1.5 times the interquartile ranges. (*n*<sub>*cpl1-7*p*DOG1::DOG1-LUC*</sub>=7, for others *n*=8, \* *p*-value < 0.05). **d** Luciferase activity assay on

transgenic seeds containing the *LUC* gene fused with the *MUSHER* promoter. In boxplots, middle lines show the median (solid line) and mean (dotted line); box limits indicate the 25th and 75th percentiles; whiskers extend 1.5 times the interquartile ranges. ( $n_{Col-0}=5$ ,  $n_{cpl1-7}=6$ , \*  $p$ -value < 0.01. **e** The ratio of *shDOG1* and *lgDOG1* isoforms in freshly harvested seeds of WT and *msh-1*, *cpl1-7* and double *msh-1 cpl1-7* mutants, normalised to *UBC21* and relative to WT (two-tailed t-test, \* $p$ -value < 0.05). 

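Principal components were computed for the 8 3'RNA-seq libraries from the 500 most variable genes after DESeq2's variance-stabilizing transformation, which makes the spread of a gene nearly independent of its level. The first component held 57.1% of the variance and the second 26.4%. Genotype did not order the libraries on the first component. WT replicates 1 to 3 scored between -8.23 and -6.94 and *msh-1* replicate 2 scored -2.48, whereas *msh-1* replicates 3 and 4 scored 3.38 and 3.16, WT replicate 4 scored 8.98 and *msh-1* replicate 1 scored 9.32. On the second component the WT libraries scored between 2.07 and 7.36 and *msh-1* replicates 2 to 4 between -6.56 and -3.89, but *msh-1* replicate 1, at 1.88, lay beside the WT libraries. With all genes that passed the filter in place of the 500 most variable, the first component held 35.7% and the second 20.9%.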

Data are presented as the mean value of four biological replicates  $\pm$  SD. **f** PCA analysis of four biological replicates used in 3'RNA-seq analysis.

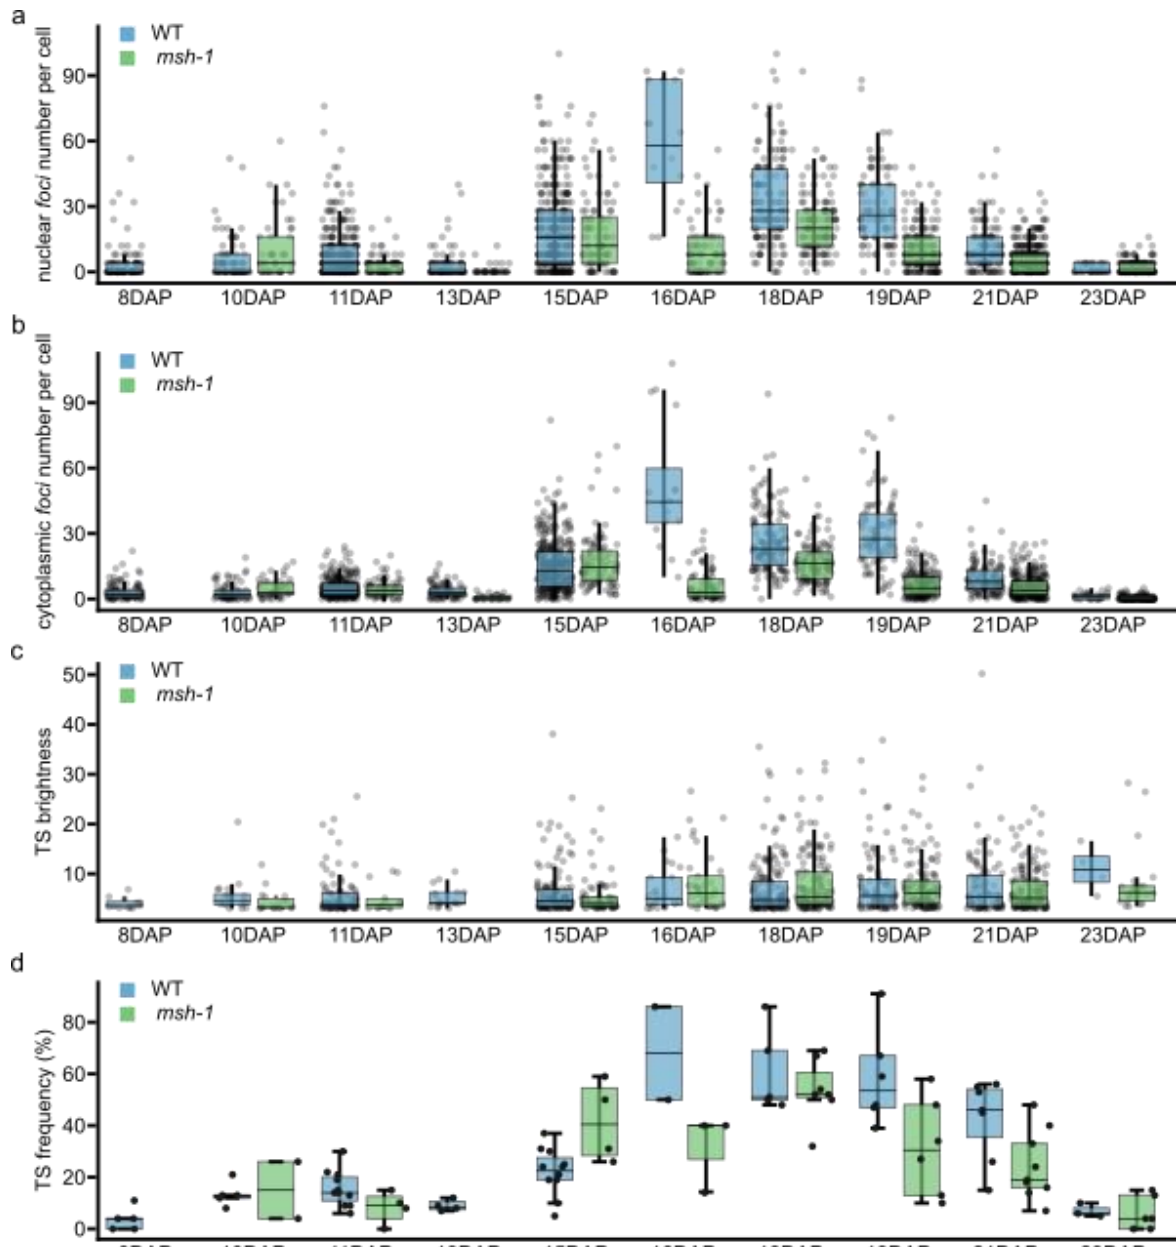

**Supplementary Fig. 3 | *MUSHER* promotes *DOG1* mRNA abundance in the nucleus and cytoplasm but not burst frequency or intensity.**

**a** Nuclear *DOG1* mRNA foci number per cell during silique development in WT and *msh-1*. **b** Cytoplasmic *DOG1* mRNA foci number per cell during silique development in WT and *msh-1*. **c** Intensity of foci corresponding to *DOG1* transcription sites (TS) during silique development in WT and *msh-1*. Foci with a fold-change  $\geq 3$  times the average intensity of all nuclear foci, were considered as TS. **d** Frequency of *DOG1* TS during silique development in WT and *msh-1*. For all box plots, the middle line represents the

median; the upper and lower lines are the first and third quartiles (Q1 and Q3); whiskers extend 1.5 times the interquartile ranges. The x-axis represents days after pollination (DAP).

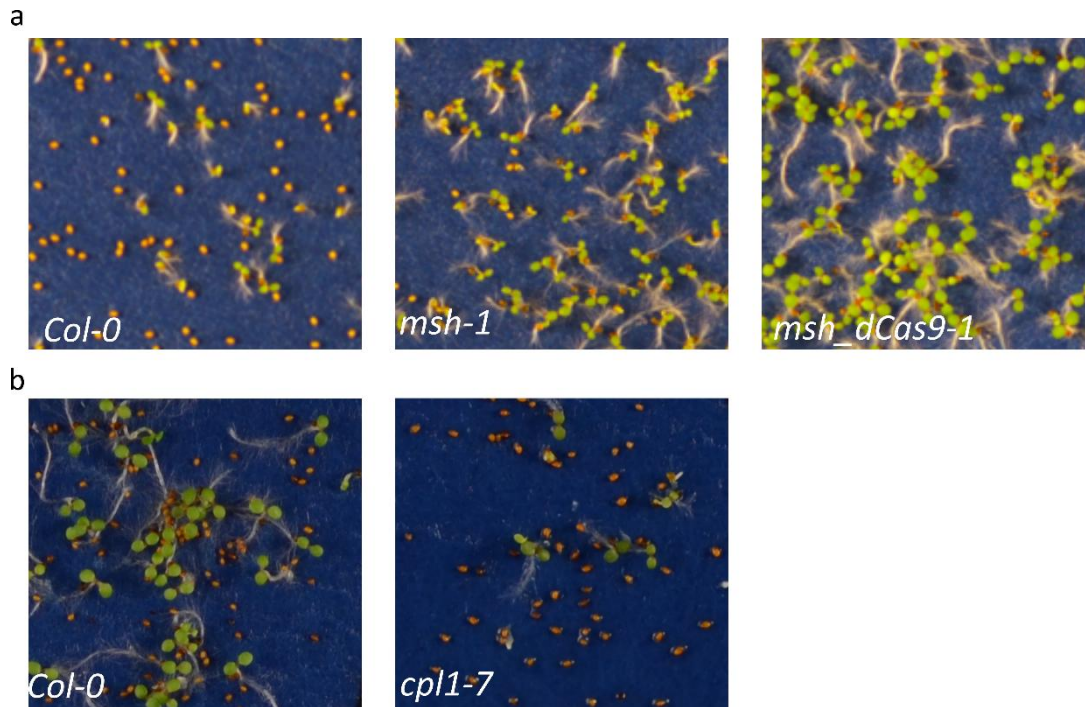

**Supplementary Fig. 4 | Lower secondary dormancy of *MUSHER* mutants and higher secondary dormancy in *cpl1-7*.** **a** Representative photographs of WT, *msh-1* and *msh\_dCas9-1* seeds corresponding to germination tests on Fig. 3a. **b** Representative photographs of *Col-0* and *cpl1-7* germination tests corresponding to Fig. 3b.

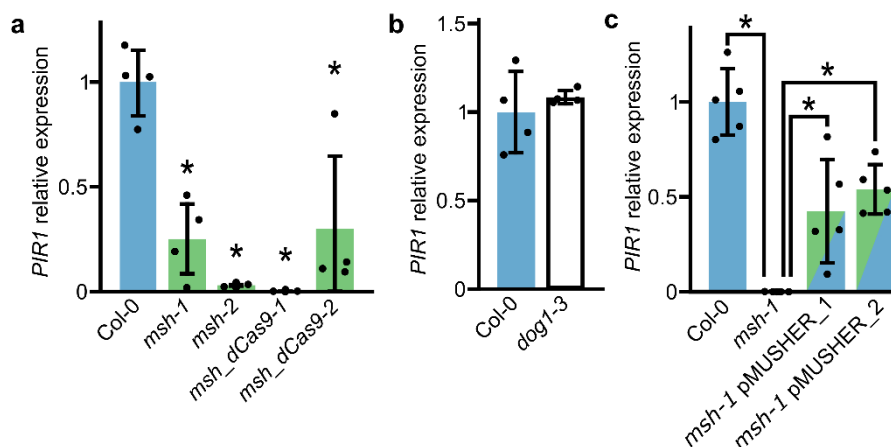

**Supplementary Fig. 5 | *MUSHER* mutants showed decreased *PIR1* expression, which remained unaffected in the *dog1-3* mutant.**

*PIR1* relative expression level in seeds of *msh-1*, *msh-2*, *msh\_dCas9-1*, *msh\_dCas9-2* **a** and *dog1-3* **b** mutants subjected to secondary dormancy (2 days), normalised to *UBC21* and relative to WT.  $p$ -value was calculated in comparison with WT ( $*p < 0.05$ , two-sided  $t$ -test). Data are presented as the mean value

69 of four biological replicates +/- SD. **c** Relative expression of *PIR1* in freshly harvested seeds (primary  
70 dormancy) of WT, *msh-1* and *msh-1*, and *msh-1 MUSER-complemented lines* (*msh-1 pMUSER\_1* and  
71 *msh-1 pMUSER\_2*), normalised to *UBC21* and relative to WT. Data are presented as the mean value of  
72 five biological replicates +/- SD (\* $p < 0.05$ , two-sided *t*-test).

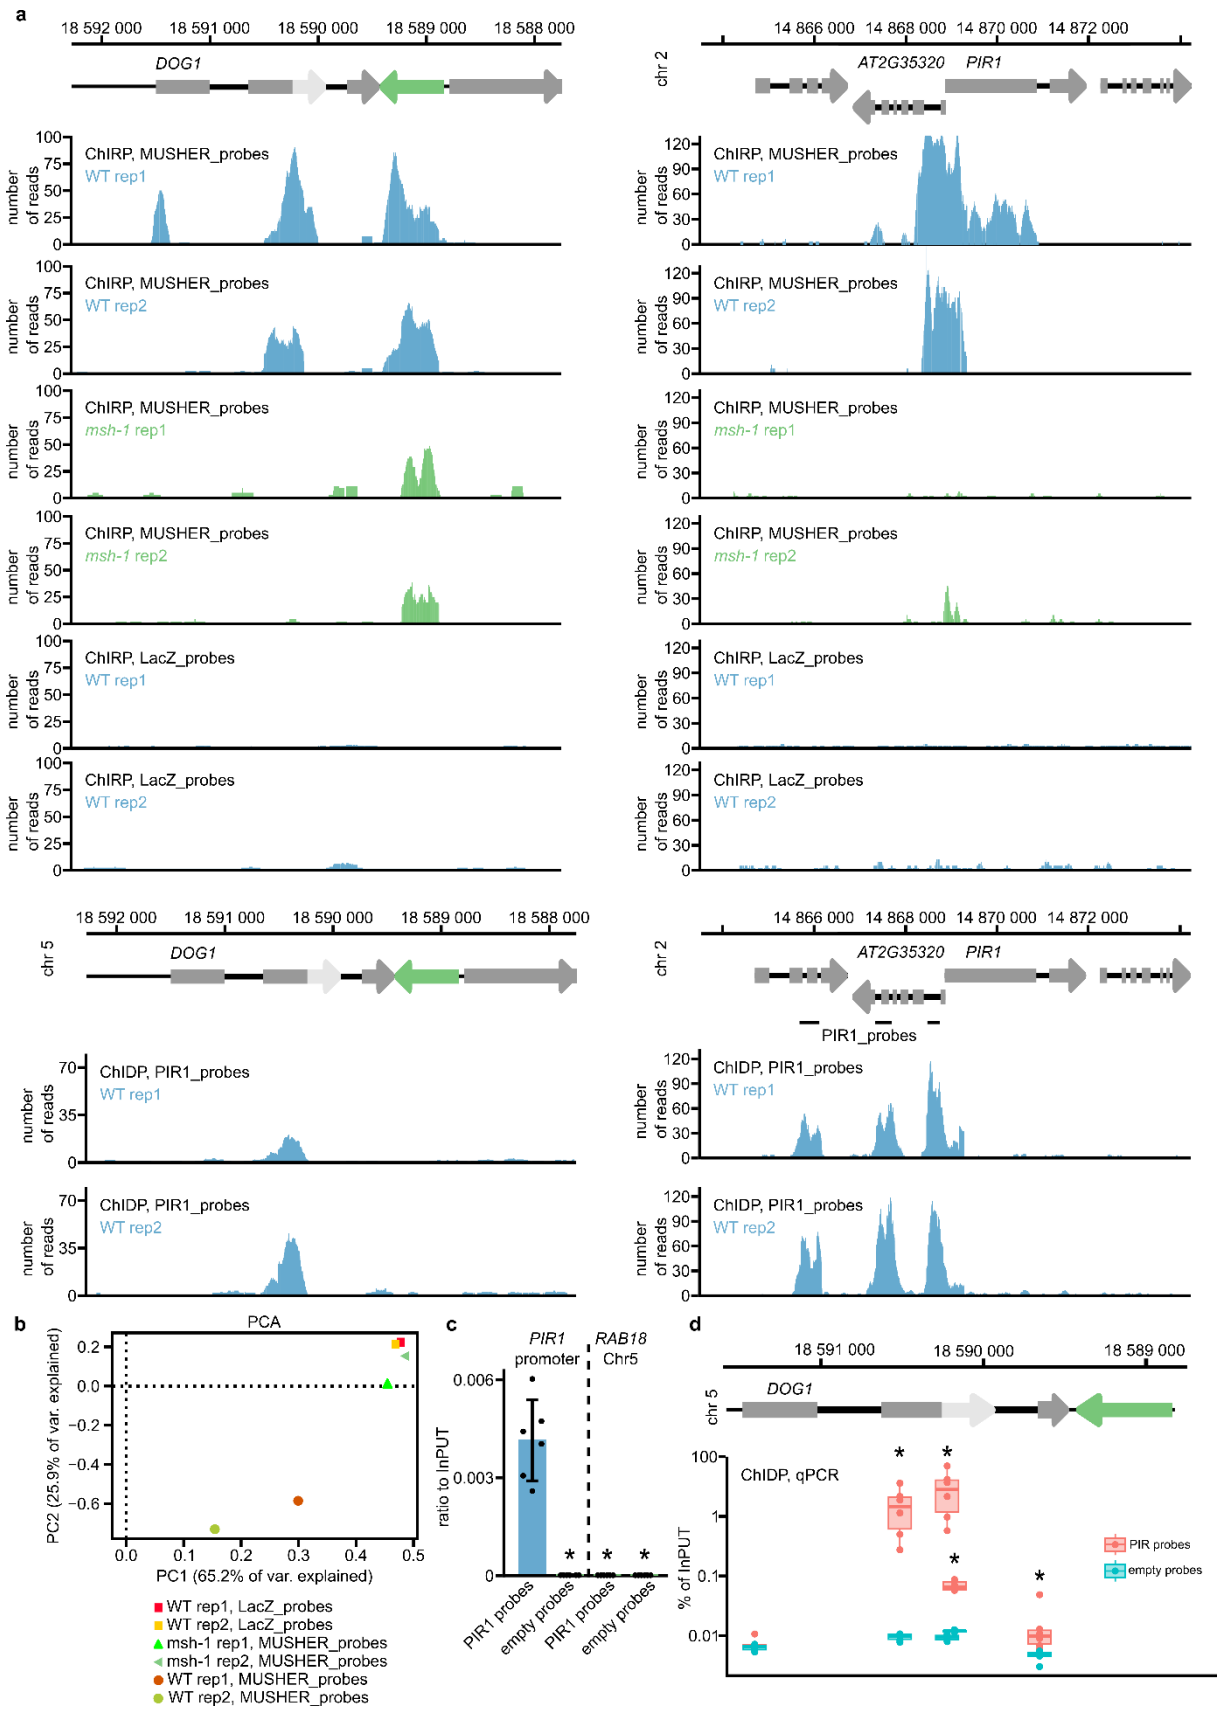

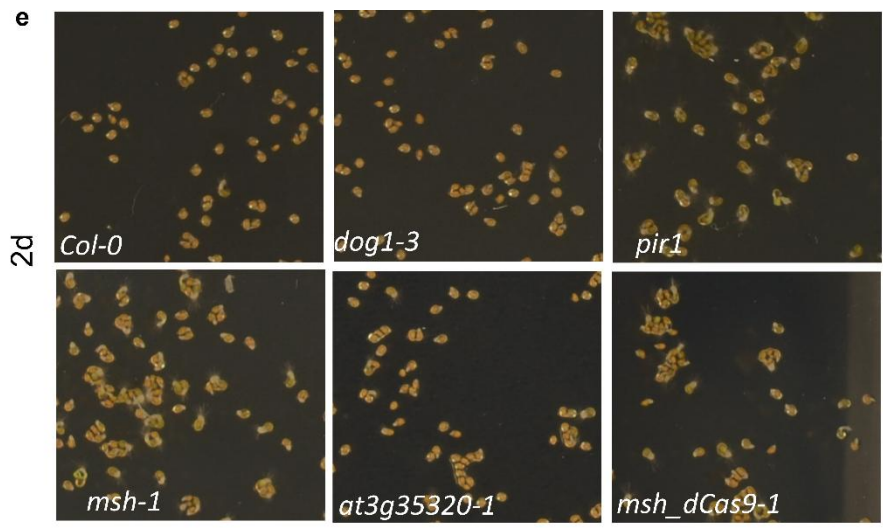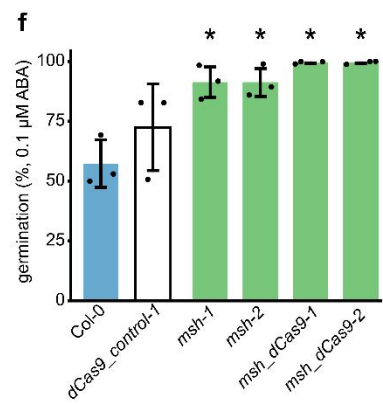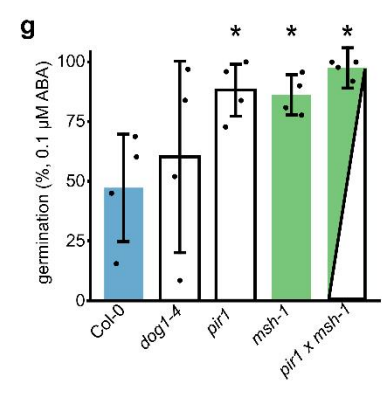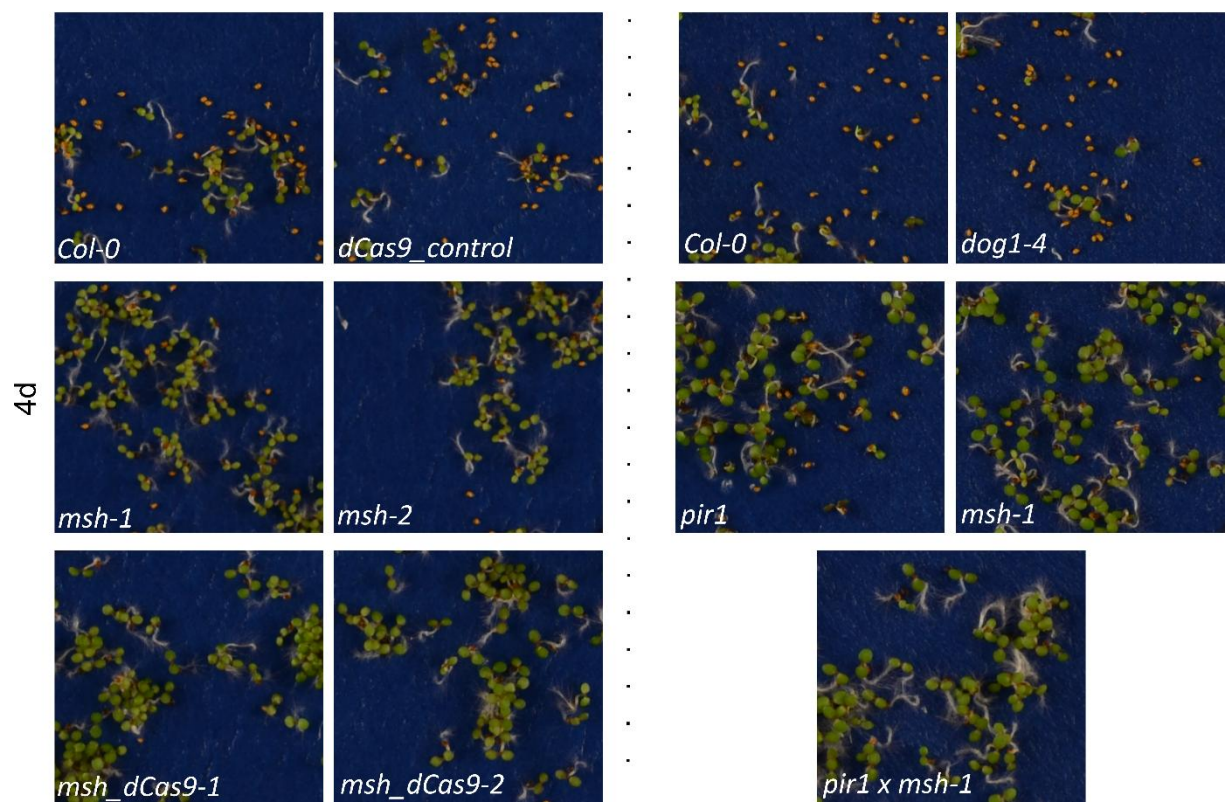

**Supplementary Fig. 6| ChIRP-seq and ChIDP-seq analysis of *MUSHER*, *DOG1*, and *PIR1* loci in WT and *msh-1* mutants with germination test results.**

**a** Snapshots of ChIRP-seq in WT and *msh-1* mutant using *MUSHER*-specific and *LacZ*-specific probes and ChIDP-seq on *DOG1* and *PIR1* loci. Schematic diagram showing *DOG1* and *PIR1* locus: exons (grey rectangles), *shDOG1* 3'UTR region (light grey arrow), *lgDOG1* 3'UTR region (grey arrow), and *MUSHER* (green). **b** PCA analysis of ChIRP-seq replicates: *MUSHER* probes in WT background, *lacZ* probes in WT, and *MUSHER* probes in *msh-1*. **c** *PIR1* probes bind to the *PIR1* promoter and do not bind to other, randomly chosen locus - *RAB18*. Bars are means of 6 replicates, and error bars represent standard deviation. \*  $p < 0.05$ , Mann-Whitney's U-test for comparison with *PIR1* probes binding to *PIR1* locus, a nonparametric test was used since the values are not normally distributed. **d** *PIR1* probes were used to enrich *DOG1* from WT, and empty beads mixed with WT chromatin extract (empty probes) were used as a negative control. Box size corresponds to the IQR 25th percentile to 75th percentile. Notches correspond to  $\pm 1.58 \text{ IQR}/\sqrt{n}$ , signifying a 95% confidence interval for the difference in two medians.  $n=6$ , \*  $p < 0.05$ , Mann-Whitney's U-test for comparing *PIR1* to empty probes binding **e** Representative photographs corresponding to the germination tests shown in Fig. 5e. The germination rate of WT, *dCas9-control-1*, *msh-1*, *msh-2*, *msh\_dCas9-1*, *msh\_dCas9-2* **f** and WT, *dog1-4*, *pir1*, *msh-1* and double *pir1 x msh-1* **g** mutant seeds on blue paper supplemented with 0,1uM ABA. \*P-value<0.05 from two-tailed Welch's t-test. Error bars show standard deviations from three **f** or four **g** biological replicates. Below each chart are representative photographs corresponding to the germination tests above.

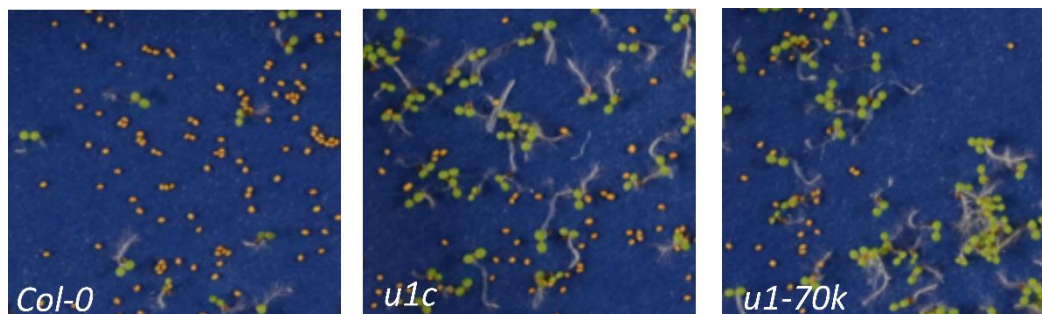

**Supplementary Fig. 7| Lower secondary dormancy of *u1c* and *u1-70k* mutants.** Representative photographs corresponding to the germination tests shown in Fig. 6e.

# Supplementary material for: Chromatin retained MUSHER lncRNA integrates ABA and DOG1 signalling pathways to enhance Arabidopsis seeds dormancy
**Source:** Nat Commun. 2025 Aug 14;16:7545. doi: 10.1038/s41467-025-62991-5
**Supplement:** Supplementary file 2 — Description of additional supplementary files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1**

MUSHER's 5'RACE and 3'RACE

### **Supplementary Data 2**

Protein coding potential

### **Supplementary Data 3 Differentially expressed genes in msh-1**

### **Supplementary Data 4**

List of MUSHER peaks identified by ChIRP-seq

### **Supplementary Data 5**

List of genomic loci identified with PIR1 utilizing chromatin-DNA precipitation assay (ChIDP-seq)

### **Supplementary Data 6 Coordinates of predicted U1 binding sites along MUSHER, PUPPIES and COOLAIR lncRNAs**

### **Supplementary Data 7**

Primers list

# Supplementary material for: Chromatin retained MUSHER lncRNA integrates ABA and DOG1 signalling pathways to enhance Arabidopsis seeds dormancy
**Source:** Nat Commun. 2025 Aug 14;16:7545. doi: 10.1038/s41467-025-62991-5
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Sequencing data of MUSER 5'RACE and 3'RACE were run on Miseq. 3'RNA-seq were run on Illumina NextSeq 500. ChIRP-seq and ChIDP-seq data were run on Illumina NovaSeq 6000. PCR reactions were run with SYBR Green on LightCycler 480 or Biorad.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Data analysis   | For ChIRP-seq and ChIDP-seq data analysis, Bowtie2 (v2.5.3)<br>For 5'RACE and 3'RACE-seq data analysis, STAR (v2.7.8a) was used to align the reads to the reference genome, followed by UMI-based PCR duplicates removal using UMI-tools (v1.1.0). The position of the first 5' nucleotide or the last 3' nucleotide was extracted using bedtools (v2.30.0).<br>For 3'RNAseq alignment and read demultiplexing were performed using STAR (v2.7.8a) and BRBseqTools (v 1.6), respectively. Differentially expressed genes were identified using DESeq2 with a cutoff of FDR < 0.05 and FC > 1.<br>For smFISH analysis cells were manually segmented using Napari and the PartSeq plugin, which allows foci identification and classification based on subcellular location. Dots number and intensity were analysed using R scripts described earlier in (Montez, M. et al. Promoter-pervasive transcription causes RNA polymerase II pausing to boost DOG1 expression in response to salt. EMBO J 42, e112443 (2023)<br>For RTqPCR analysis and germination test calculation MS Office Excel was used.<br>Figures were created in Inkscape v1.3.2 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No statistical approach was used to predetermine sample size. Sample size were determined based on previous publications on similar previous experiments. The determined sample size was adequate as the differences between experimental groups was significant and reproducible. RT-qPCR (e.g. Fedak, H. et al. Control of seed dormancy in Arabidopsis by a cis-acting noncoding antisense transcript. Proc. Natl. Acad. Sci. U.S.A. 113, E7846–E7855 (2016). ChIP-qPCR (Kowalczyk, J. et al. Alternative Polyadenylation of the Sense Transcript Controls Antisense Transcription of DELAY OF GERMINATION 1 in Arabidopsis. Molecular Plant 10, 1349–1352 (2017). Fractionation (Montez, M. et al. Promoter-pervasive transcription causes RNA polymerase II pausing to boost DOG1 expression in response to salt. EMBO J 42, e112443 (2023)

### Data exclusions

No data were excluded.

### Replication

The main conclusions were validated through multiple assays, including expression analysis, ChIRP, ChIP, RIP, and ChIDP. Additionally, we utilized different mutants to support our findings. Each experiment was conducted with at least four independent biological replicates.

|               |                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|---------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Randomization | Plants of different genotypes were grown side by side to minimize unexpected environmental variations during growth and experimentation. Seeds/seedlings at the same developmental stage were collected and assessed randomly for each genotype/treatment. For ChIRP-qPCR, multiple seeds were randomly collected from different plants for each replicate. For RNA expression, multiple, randomly selected individual plants were collected from a plate for each replicate. |
| Blinding      | Blinding was not required for the molecular biology techniques, as all samples were handled simultaneously and under identical conditions, eliminating the possibility of bias.                                                                                                                                                                                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Plants             |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-RPB1   RNA polymerase II subunit B1 (Agrisera, AS11 1804), GFP-trap (Chromotek, gta-10); anti-H3 (Abcam, ab1791); anti-H3K27me3 (Millipore, 07-449), anti-H3K4me3 (Millipore, 07-473) anti CPSF73 (PhytoAB, PHY1043A) |
| Validation      | Antibodies used for CoIP, ChIP, WB. Validation was as published and done by commercial providers (CST, Abcam, Millipore, Chromotek, Sigma, Agrisera).                                                                      |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

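The re-analysis covers the 3'RNA-seq of WT and *msh-1*, with 4 libraries per genotype. The paper's text calls the material freshly harvested seeds and the labels describe siliques from 13 to 20 days after pollination; the libraries were mapped by genotype and replicate number, on which both are the same. The ChIRP-seq and ChIDP-seq samples were not analysed here, nor were *MUSHER* and the *DOG1* isoforms as separate transcripts.

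The authors aligned the reads with STAR, separated the libraries with BRBseqTools, and deposited whole-number counts per gene for each library, without normalization. The annotation, the strand setting and the use of unique molecular identifiers in counting are not named in the paper's text. The counts cover 37184 genes, and 36899 of the gene IDs matched the TAIR10.1 reference, from which symbols, the order of genes, gene length and GC content were taken; the paper names TAIR10, so no coordinates are given. Library totals ran from 959004 to 2498295 in WT and from 2590800 to 6500907 in *msh-1*, so that depth and genotype are not separated. A count of 3 was used as the floor, and fold changes against a group at or under it are lower bounds.

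From these counts, genotypes were compared in R 4.3.3 with edgeR 4.0.16 (TMM factors, edgeR's default filter on low counts, quasi-likelihood test, Benjamini-Hochberg adjustment). Genes were called at an adjusted p under 0.05 and a fold change above 1.5. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Single genes were also compared by an exact two-sided permutation test on log2(CPM + 0.5). Principal components were taken from DESeq2 1.42.0 after its variance-stabilizing transformation, on 500 genes. 6 lists of genes (phosphate starvation, photosynthesis, ABA response, seed maturation, aliphatic glucosinolate, salicylic acid and defence) were tested with camera in limma 3.58.1 with a preset correlation of 0.01, with fry and the estimated correlation as alternatives. The code was tested on simulated data, with each gene drawn independently of the others. In these data edgeR recovered 79% of 200 changed genes among 10612 tested, all in the right direction, with 9 false calls. With camera, 1.5% of 200 unchanged lists of random genes had a p-value under 0.05. Genes of a real list can change together, so this does not show the rate of false positives for the 6 lists.

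The genes named in the text follow a rule: each gene the paper names with an ID that has counts, the 5 called genes with the smallest adjusted p, the 3 called genes with the largest and the 3 with the lowest log2 fold change among those whose groups do not overlap, and the called members of the lists. This rule, the lists, the comparisons of the genotypes with their tests, and the alternatives (other scaling factors, DESeq2 and limma-voom, other filters, equal depth, a replicate block, and each library left out in turn) were chosen before the data were examined. However, Supplementary Data 3, made from 6 of these libraries, was known by then and holds some of the listed genes. Lists with such members are therefore not independent of these data. The 6 libraries behind Supplementary Data 3 were identified afterwards, by comparing the table's mean counts with those of 121 subsets of libraries, and every fit on them alone was added after the data were seen, as were some tests of explanations, which the closing parts name. The paper's isoform ratios were taken from its Source Data and tested with an exact permutation test.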

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

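The tests on a mislabelled library, on the share of green tissue and on a state of WT replicates 1 to 3 were chosen only after the result was seen.

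A library was set apart where its gap to the nearest other library of its genotype as a share of the range of the 4 libraries was above Dixon's 95% critical value. This held in 17 of 62 groups of values, against 3.1 by chance, but many of the groups share genes and are not independent. In WT replicate 4 it held for *PAP17* at 16.4 CPM, *PEPC1* at 30.7 CPM, *SQD2* at 7.67 CPM and *G3PP1* at 5.48 CPM, all lower than in the other WT libraries, for the medians of the phosphate starvation list (-0.63) and of the aliphatic glucosinolate list (-1.47, from 2 genes), each as the log2 deviation from the mean of the 8 libraries, and for the scores of 8.98 on the first and 7.36 on the second principal component. In *msh-1* replicate 2 it held for *EXT3* at 4.21 CPM, *PAP17* at 32.1 CPM, *MGD3* at 6.50 CPM, *PHT1;4* at 5.35 CPM and the aliphatic glucosinolate list (0.66), all higher than in the other *msh-1* libraries, and for *SESA4* at 594 CPM, which was lower than in the others. In *msh-1* replicate 1 it held for the photosynthesis list (-0.93). *PIR1* at 0.321 CPM in *msh-1* replicate 1 and *MRD1* at 0.400 CPM in WT replicate 3 are 2 counts and 1 count beside libraries with none, which any single count would set apart.

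WT replicate 4 and *msh-1* replicate 1 lay together at one end of the first principal component, and the paper's table leaves both out. They are the shallowest and the deepest library. With all libraries drawn down to the same depth the gap between these 2 libraries and the other 6 was 25.1% of the range of scores, which argues against depth as the whole cause. A mislabelled library is argued against by the genes higher in *msh-1* over the other 6 libraries, in which WT replicate 4 lay at a median position of 1.45 (0 at the *msh-1* mean and 1 at the WT mean), by the genes lower in *msh-1*, in which *msh-1* replicate 1 lay at -0.37, and by *PIR1*, which had 8.76 CPM in WT replicate 4 and 0.321 CPM in *msh-1* replicate 1. In the other set of genes each library lay toward the other genotype, WT replicate 4 at -0.23 in the genes lower in *msh-1* and *msh-1* replicate 1 at 0.80 in the genes higher in it, so that neither library lay at the level of the other genotype in both sets. A smaller share of green tissue in both libraries is a candidate explanation, since 13 of the 14 photosynthesis genes were lower in both than in the other libraries of their genotype. The median differences were -1.67 in WT replicate 4 and -1.54 in *msh-1* replicate 1 on the log2 scale, and *RBCS1A*, at 26.3 CPM, fell by 1.53 and 1.31. The exception was the most abundant gene of the list, *LHCB4.1* at 52.0 CPM, which differed by -0.12 and 0.07. The seed maturation list moved by -0.08 and 0.15. The phosphate starvation list was also lower in both, in 18 of 20 genes, with medians of -1.71 and -0.63, so the shift is not specific to photosynthesis genes. The material spanned 13 to 20 days after pollination, so a difference in age stays open and was not tested.

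The phosphate starvation list, which the paper does not discuss, was lower in *msh-1*, with a median log2 fold change of -1.70 over 20 genes (camera, adjusted p = 6.73e-13) and 18 of the 20 genes lower. edgeR called 9 of them, and 17 passed when adjusted over the list alone; 12 are in the paper's table, which was made from these libraries. The list did not pass under fry (adjusted p = 0.158) or camera with the estimated correlation (adjusted p = 0.235). Its median was below every WT library in 3 of the 4 *msh-1* libraries, with 0.09 in *msh-1* replicate 2 and -0.63 in WT replicate 4 against 1.07 to 1.19 in WT replicates 1 to 3. At equal depth the median stayed at -1.24, which argues against depth as the whole cause. As small a p-value came from 3 of the 35 splits of the 8 libraries, the others being WT replicates 1 to 3 with *msh-1* replicate 2 and with *msh-1* replicate 4. In 17 of the 20 genes WT replicate 4 lay nearer the *msh-1* mean than the mean of the other WT libraries. The difference may therefore come from a state of WT replicates 1 to 3 that does not follow the genotype, and an effect of the genotype stays open as well.

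The photosynthesis list had a median log2 fold change of 0.29 (camera, adjusted p = 0.00339), with 11 of its 14 genes higher in *msh-1*. None was called over all genes (0 genes), 5 passed when adjusted over the list alone, and 5 of the tested genes are in the paper's table, 4 of them as higher and *RCA* as lower (log2 fold change -1.68 over the 8 libraries). Under fry the adjusted p was 0.397 and with the estimated correlation 0.446. Without WT replicate 4, the library with the lowest median (-1.60), the log2 fold change was 0.15 (camera, adjusted p = 0.229). The list passed in the other 7 fits that left out a library, with 0.68 without *msh-1* replicate 1 (camera, adjusted p = 2.51e-06), and in the 6 libraries of Supplementary Data 3 with 0.52 (camera, adjusted p = 0.000118). As small a p-value came from 13 of the 35 splits, so a chance difference between libraries is consistent with these values.

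The ABA response list had a median log2 fold change of 0.084 (camera, adjusted p = 0.0241), with 10 of its 17 genes higher and none called (0 genes). The median of the list was higher in each *msh-1* library than in each WT library, but by little. Under fry the adjusted p was 0.0946 and with the estimated correlation 0.233, and with each library left out it ran from 0.0116 to 0.0748. As small a p-value came from 2 of the 35 splits, the other being WT replicate 1 with *msh-1* replicates 2 to 4, so chance stays open.

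Outside the genes that the paper discusses, the called genes without overlap between the genotypes that had the 3 highest log2 fold changes were *MRD1* (6.28, at least 6.93-fold higher), AT5G24640 (2.13) and AT4G12735 (1.99), and those with the lowest, after *PIR1*, were *EXT3* (-4.35) and AT1G75945 (-3.82). All 5 are in the paper's table. *EXT3* and AT1G75945 had few counts in *msh-1*, and AT4G12735 had few in WT, so the sizes of their fold changes are uncertain. The difference in depth, with the *msh-1* libraries deeper, was tested for AT5G24640 only, which kept a log2 fold change of 2.23 at equal depth; the others had no value at that depth. A difference between the lines other than the insertion was not tested.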

How the results depend on the processing

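The fits on the 6 libraries behind Supplementary Data 3 were chosen only after the result was seen.

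*DOG1* was lower in *msh-1* under each of 10 alternatives to the fit over the 8 libraries, with log2 fold changes from -0.998 to -0.89. It passed 0.05 in all of them except at equal depth (-0.94, median adjusted p from edgeR 0.0604), where fewer counts were tested. *PIR1* kept its direction and its call in the 8 alternatives that gave a value, from -7.88 to -5.80. It had no value with at least 10 counts required in every library or at equal depth. AT2G35320 had none under limma-voom, with at least 10 counts in every library or with the replicate block. Its fitted value was -6.93 without a filter on low counts and -6.81 with DESeq2. Its bound was log2 -0.62 at equal depth, where the floor limits it. In the 6 libraries the bound was -2.36, and an exact permutation test cannot go under 0.1 there.

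The number of called genes, 45 (11 higher and 34 lower), moved most. It was 42 with RLE factors, 25 (8 and 17) with library size only, 89 (21 and 68) with DESeq2, 24 (5 and 19) with limma-voom, 438 (117 and 321) without a filter on low counts, 1 (0 and 1, with 604 genes at an unadjusted p under 0.05) with at least 10 counts in every library, a median of 12 (7 and 5) at equal depth with a range of 0 to 20 over 21 draws, and 7 (2 and 5) with glmTreat. Over the 6 libraries it was 280 (105 and 175) with edgeR and 155 (50 and 105) with DESeq2. With each library left out it ran from 4 (without WT replicate 3) to 210 (without *msh-1* replicate 1), with 1 to 109 higher and 3 to 133 lower. Of the 45 genes, 38 were also called by DESeq2, 24 by limma-voom, 44 without the filter and 45 by edgeR over the 6 libraries, but 4 without WT replicate 3. The paper's lists held 40 of the genes called by edgeR, 74 of those called by DESeq2, and 147 and 155 of those called over the 6 libraries with edgeR and DESeq2. Fewer genes enter the stricter filter, and the fit without a filter gave much smaller p-values to called genes such as *PAP17* and *PEPC1*. The cause of the other changes, those of the leave-one-out fits included, was not tested.

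Of the 18 named genes followed in the fits that each left out a library, those without WT replicate 2 and without WT replicate 3 each left 13 weaker, while those without *msh-1* replicate 1 or 2 left none weaker (0 genes). Only 6 of the named genes had a value with at least 10 counts in every library, and 9 at equal depth. The reversals were those of *ACTIN7*, at -0.021 with edgeR and -0.016 with DESeq2 in the 6 libraries, and of *PP2A*, at 0.0016 with DESeq2 in the 6 libraries, all within their errors.

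The phosphate starvation list kept its direction throughout, from -2.06 to -1.55 with each library left out. With at least 10 counts in every library it was -0.96, from 10 genes (camera, adjusted p = 8.33e-05). At -1.70 over the 8 libraries it passed neither fry nor the estimated correlation. The photosynthesis list passed neither at 0.29. With at least 10 counts in every library only 1 of its genes was left (0.12), which does not test the list. It was 0.52 in the 6 libraries and ran from 0.15 to 0.68 with each library left out. The ABA response list passed neither at 0.084, and ran from 0.016 to 0.21. The aliphatic glucosinolate list was 0.13 with at least 10 counts in every library, -2.41 in the 6 libraries and -4.11 to -2.20 with each library left out. It passed in camera in the 6 libraries (adjusted p = 6.03e-05) and in 5 of the 8 fits that left out a library (lowest adjusted p 1.22e-05). The salicylic acid and defence list was -1.88 in the 6 libraries (adjusted p = 0.000116) and -2.52 to 0.22 with each library left out, and passed as lower in 5 of those fits (lowest adjusted p 3.71e-05). Other members of these 2 lists pass the filter in the fits where they passed. The seed maturation list was -0.16 in the 6 libraries (adjusted p = 0.000881) and -0.11 to -0.035 with each library left out, and passed in 2 of those fits.

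With all genes that passed the filter the first component held 35.7% and the second 20.9%, and with each library left out they held 52.5 to 63.1% and 20.5 to 33.2%. The difference in the paper's isoform ratios ran from -0.528 to -0.312 with each ratio left out, and the exact permutation p from 0.0286 to 0.171.

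Replicates with the same number did not deviate together (correlations of -0.22, 0.14, 0.06 and -0.09). These values give no sign that the numbers pair the libraries, but they do not exclude a weak shared effect. The largest correlation between a WT and an *msh-1* library was 0.40, for WT replicate 4 and *msh-1* replicate 1. With the replicate number as a block, 24 genes were called, 5 higher and 19 lower, 23 of them among the 45, and the ABA response list was 0.087 (camera, adjusted p = 0.0639). The list of genes at ChIRP-seq peaks and its alternatives were not run, since the peaks are on TAIR10.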

Differences from the paper's values

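No test here was chosen only after the result was seen, apart from the fits on the 6 libraries behind Supplementary Data 3.

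The paper gives 166 differentially expressed genes, and edgeR called 45 over the 8 libraries. Of the alternatives set before the data were examined, the fits without WT replicate 4 (141 genes), without *msh-1* replicate 1 (210 genes) and without *msh-1* replicate 2 (154 genes) came within 1.5 times the paper's number and the others did not, DESeq2 over the 8 libraries included (89 genes). DESeq2 over the 6 libraries, chosen after seeing the values, gave 155 genes, and all 155 are in the paper's lists.

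The paper lists 58 genes as higher, and 11 were called higher. None of the alternatives set before the data were examined closed the gap; DESeq2 over the 6 libraries, chosen after seeing the values, gave 50.

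The paper lists 108 genes as lower, and 34 were called lower. Of the alternatives set before the data were examined, the fits without WT replicate 4 (127), without *msh-1* replicate 1 (101) and without *msh-1* replicate 2 (133) closed the gap and the others did not. DESeq2 over the 6 libraries, chosen after seeing the values, gave 105.

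The paper's log2 fold change of *PIR1* is -7.59, and the fitted value over the 8 libraries was -6.00. Of the alternatives set before the data were examined, DESeq2 (-6.38) and the fit without *msh-1* replicate 1 (-7.69) lay within the larger error and the others did not. The fits on the 6 libraries, chosen after seeing the values, gave -7.88 with edgeR and -7.59 with DESeq2. *PIR1* is at the floor in *msh-1*, so these fitted values are not bounds.

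The paper's p-value for the *shDOG1*/*lgDOG1* ratio is 0.0488, and an exact permutation test of the same ratios gave 0.0857. The log2 ratio, the alternative set before the data were examined, also gave an exact permutation p of 0.0857. Without the third WT ratio, the exact permutation p was 0.0286.

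The paper names *PIR1* as the gene with the strongest decrease. With DESeq2 over the 8 libraries AT2G35320 had the lowest log2 fold change, at -6.81 against -6.38, and both genes are at the floor in *msh-1*. The paper gives 4 replicates for these data, whereas its table matches 3 libraries per genotype.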

Other observations

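The test of how many called genes stay called without the trends over GC content and gene length, and those on the 2 libraries that the table leaves out, were chosen only after the result was seen.

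Of the 35 splits of the 8 libraries into 4 and 4, 2 gave as many called genes as the 45 between *msh-1* and WT. The other was WT replicates 1 to 3 with *msh-1* replicate 2, which gave 150 genes and differs from the real split by exchanging WT replicate 4 and *msh-1* replicate 2. Among the remaining splits the largest number was 4 genes, and the median of the splits other than the real one was 0. The number of genes alone therefore does not set the real split apart from the one with this exchange, and it does not bear on single genes such as *PIR1*. The comparison first set for depth and for GC content or gene length was with the largest number from another split, and since that number exceeds the real one at full depth, it could not decide. At equal depth a median of 12 genes was called, out of a median of 7342 tested against 10902 at full depth. Drawing down also removes counts, so the loss of a gene there does not tell depth from genotype. *PIR1*, which had no value there, had 8 to 30 counts in WT and 0 to 2 in the deeper *msh-1* libraries. Greater depth does not lower raw counts, so for *PIR1* these counts argue against depth. With each library's trend over GC content and gene length taken out 46 genes were called. Of the 45 genes 43 were still called, which argues against these trends behind most of them. The share of counts on the 10 most abundant genes was 25.7 to 28.5% in WT and 26.8 to 28.2% in *msh-1*, with 2 WT libraries within the *msh-1* range. Without these 10 genes 45 genes were called, 45 of them shared, which argues against a few genes taking most of the counts.

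Among the 6 libraries behind Supplementary Data 3, 1 of the 10 splits into 3 and 3, the real one, gave as many genes as the 280 called by edgeR, and no other split gave any (0 genes). With 10 splits the share cannot go under 0.1, so chance cannot be told apart from genotype by this count.

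The 2 libraries that the table leaves out were used to look at the genes called by edgeR over the other 6. Their shares were compared with those of all tested genes that changed in the same direction over the 6 fitted libraries, here the background genes. Random sets were drawn from the background genes. Of the 105 genes called higher, 81.0% were higher in *msh-1* replicate 1 than in WT replicate 4. This held for 61.8% of the background genes and for 52.4 to 71.4% (95% range) of the genes in random sets of the same size. Of the 175 genes called lower, 58.9% were lower, against 43.5% of the background genes and 36.6 to 50.9% in random sets. For this pair both shares argue against chance differences among the 6 libraries as the whole source of the calls. Among the 9 other pairs of left-out libraries with at least 10 genes called lower, the median share was 95.7%. The lowest shares were those of WT replicate 4 with *msh-1* replicates 2 (16.1%), 4 (46.5%) and 3 (56.3%). Of the background genes, 41.8, 42.6 and 44.6% were lower in these 3 pairs. Among the 5 other pairs with at least 10 genes called higher, the median share was 58.9% and the lowest 50.0%. The pairs of *msh-1* replicate 2 with WT replicates 1 and 4 gave 81.8 and 80.0%, against 59.2 and 51.6% of the background genes. The pairs of *msh-1* replicate 1 with WT replicates 1, 2 and 3 gave 50.0, 56.9 and 58.9%, against 59.8, 57.5 and 56.8% of the background genes. The genes called lower therefore repeated less in WT replicate 4. A gene without a count in that library cannot be lower in an *msh-1* library, and such genes were not set apart. With *msh-1* replicate 2 the share of the genes called lower was under that of the background genes, and with replicate 4 little above it. Those called higher did not repeat beyond the share of the background genes in *msh-1* replicate 1 with WT replicates 1 and 2. With WT replicate 3 they did so by little. The calls may hold genes that follow a state of some libraries rather than the genotype. Genes of the same pathway change together, so the random sets understate the spread.

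*UBC21* had 13.2 ± 1.73 CPM in WT and 9.01 ± 1.07 CPM in *msh-1* (SD, n = 4 libraries each), 68.2% of the WT mean, with a log2 fold change of -0.57 (standard error 0.18). Its groups did not overlap (exact permutation test, p = 0.0286; chance gives 2.86% of genes), but it did not pass in edgeR (adjusted p = 0.317). *ACTIN7* had a log2 fold change of 0.06 (adjusted p from edgeR 0.932) and *PP2A* of -0.16 (adjusted p from edgeR 0.911). *SnRK3.6* had too few counts to be tested. No explanation was tested for *UBC21*.

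Over the 8 libraries the other lists did not pass in camera, although each passed in some fits on fewer libraries. Seed maturation had a median log2 fold change of -0.07 (adjusted p = 0.0615, 12 of 16 genes lower, *SESA4* called), salicylic acid and defence 0.16 (adjusted p = 0.407, 3 genes tested) and aliphatic glucosinolate -1.21 (adjusted p = 0.855, 2 genes tested).

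Among the 20 genes around *DOG1*, 9 passed the filter and none was called (0 genes), while 3 had an unadjusted p under 0.05. These were *MEE62* with a log2 fold change of -0.65, *PYL12* with -0.44 and *PYL11* with -0.42; they fall outside the rule for named genes and were chosen after their values were seen. The highest was *RABA1c* with 0.46, and the lowest adjusted p from edgeR was 0.172. No explanation was tested for these.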
